# Mechanisms of Oogenesis-Related Long Non-coding RNAs in Porcine Ovaries Treated With Recombinant Pig Follicle-Stimulating Hormone

**DOI:** 10.3389/fvets.2021.838703

**Published:** 2022-02-24

**Authors:** Haiguang Mao, Lu Chen, Rupo Bao, Shiqiao Weng, Mengting Wang, Ningying Xu, Lili Qi, Jinbo Wang

**Keywords:** lncRNA, ovulation, porcine ovary, rpFSH, reproduction

## Abstract

Reproductive efficiency is of significant importance in pork production for it has a great impact on economic success. Ovulation rate is an early component of reproduction efficiency of pigs, and it contributes to the upper limit of litter size. In this study, we used the newly developed recombinant pig follicle stimulating hormone (rpFSH) instead of traditional PMSG to increase ovulation rate of pigs in order to achieve higher litter size, for it was better at stimulating ovulation, and showed more cheaper and greener. However, relatively little is known about the underlying genetic bases and molecular mechanisms. Consequently, an experiment was carried out in ovaries of replacement gilts to screen the key genes and lncRNAs that affect the fecundity of pigs by RNA-seq technology. Twenty gilts were divided into two groups, including 10 rpFSH treatment pigs and 10 control animals. After slaughtering and collecting the phenotypic data, ovaries of five pigs in each group were selected for RNA-seq. Total RNA was extracted to construct the library and then sequence on an Illumina Hiseq 4000 system. A comprehensive analysis of mRNAs and long non-coding RNAs (lncRNAs) from 10 samples was performed with bioinformatics. The phenotypic data showed that rpFSH treatment groups had the higher (*P* < 0.01) ovarian weight and more mature follicles. The RNA-seq results showed that a total of 43,499 mRNAs and 21,703 lncRNAs were identified, including 21,300 novel lncRNAs and 403 known lncRNAs, of which 585 mRNAs and 398 lncRNAs (*P* < 0.05) were significantly differentially expressed (DE) between the two groups of rpFSH treatment group and controlled group. GO and KEGG annotation analysis indicated that the target genes of DE lncRNAs and DE mRNAs were related to prolactin receptor activity, mitophagy by induced vacuole formation, and meiotic spindle. Moreover, we found that NR5A2 (nuclear receptor subfamily 5, group A, member 2), a target gene of lncRNA MSTRG.3902.1, was involved in regulating follicular development, ovulation, and estrogen production. Our study provided a catalog of lncRNAs and mRNAs associated with ovulation of rpFSH treatment, and they deserve further study to deepen the understanding of biological processes in the regulation of ovaries of rpFSH treatment pigs.

## Introduction

Fecundity is of primary interest in pig husbandry for it plays a vital role in the efficiency of production (1). Litter size, such as total number (of piglets) born (TNB), is one of the most important reproductive traits, which is difficult to be improved by traditional selection because of its relatively low heritability (2). In female animals, the mature oocyte quantity and quality are the two main factors affecting fertility (3). Ovulation is the first determinant factor for litter size, and many reports have shown that selection according to ovulation numbers could significantly increase litter size in sows (4, 5). Thus, in current pig production industry, reproductive hormones are widely used to achieve estrous synchronization and maximum reproductive genetic potential by improving the ovulation rate (6).

At present, batch management production of sow is mainly divided into four parts, including synchronization of sexual cycles, synchronization of follicular development, synchronization of ovulation, and synchronous mating (6). Pregnant mare serum gonadotropin (PMSG) is the most widely used in the synchronization of follicular development (7). In this study, we used the newly developed recombinant pig follicle stimulating hormone (rpFSH) instead of traditional PMSG to increase ovulation rate of pigs in order to achieve higher litter size, for it is better at stimulating ovulation, and shows more cheaper and greener. However, little is known about the underlying genetic bases and molecular mechanisms of the role in ovulation by rpFSH.

The ovary of sows, the most important reproductive organ, is responsible for synthesizing and secreting sex hormones, which are necessary for maintaining the hormone levels and the normal reproductive cycles (8). Follicular formation, ovulation, and luteal formation and regression all occur in the ovaries, and these processes take place repeatedly during mammalian reproduction and regulate reproduction (9). Previous reports have shown that long non-coding RNAs (lncRNAs) are involved in ovarian processes and regulate fertility (10–12).

Long non-coding RNAs (lncRNAs) are from regions of the transcriptome with lengths > 200 nucleotides without the capacity of encoding evident proteins (13). Numerous evidences have indicated that the lncRNAs played important roles in the regulation of gene expression by directly recruiting epigenetic complexes or affecting the transcription process (10, 14, 15). To be more specific, lncRNAs could recruit transcription factors to DNA, segregating micro-RNAs (miRNAs) and destabilizing messenger (m) RNA (16). Therefore, the genetic mechanisms of cell differentiation, cell cycle regulation, epigenetics, and dosage compensation are all involved in the protein inhibition by binding of lncRNAs to miRNAs or to proteins or by miRNAs titration (17). LncRNAs have been reported as important regulatory factors in a variety of biological processes including reproduction, but the regulatory mechanism of lncRNAs in biological processes is largely unknown (18). The effects of lncRNAs on animal reproduction traits had been studied in recent years (19–21). The previous studies demonstrated that lncRNAs played an important role in the regulation of pigeon ovulation and sheep fertility (20, 22). Hu et al. (11) identified the ovarian lncRNAs associated with prolificacy of Large White sows during the follicular and luteal phases of the estrous cycle, and found that lncRNAs in ovaries significantly influenced fertility of pigs. Liu et al. (12) identified the lncRNA and mRNA expression profiles for pig ovaries on days 0, 2, and 4 of the follicular periods in Duroc pigs, and found that lncRNA ENSSSCT00000034907 might play an important role in follicular development. Although several researches have focused on the lncRNA expression profile of pig ovarian tissues, none of these studies have interpreted regulatory networks of lncRNAs for regulation of exogenous hormones on follicular formation in sow production.

In the present study, we are the first to perform transcriptome analysis of ovaries in gilts treated with recombinant pig follicle-stimulating hormone by RNA sequencing. The purpose of this study was to reveal the potential role of the lncRNAs in oogenesis treat by rpFSH and further provide a new insight in molecular mechanisms involved in the ovulation and fecundity in pigs. Our data provide a basis to understand the functional role of lncRNAs in improving reproductive rate performance in pigs.

## Materials and Methods

### Animal and Ovary Collection

Twenty young gilts with the same genetic background were divided into two groups (reFSH treatment group and control group) with 10 gilts in each group. All the experiment gilts were born in the same day, raised in the same breeding environment, and fed by the diet according to the Nutrient Requirements of Swine Eleventh Revised Edition 2012. At 210 days of age, altrenogest was administered uniformly for 18 consecutive days, and each pig was fed 20 mg per day. After 18 days, all the pigs were stopped feeding altrenogest for 2 days. The guilts of rpFSH treatment group were injected 1,000 IU per pig, and the control group was injected the same volume of normal saline. The rpFHS (recombinant pig follicle-stimulating hormone) is a new reproductive hormone jointly developed by us and Ningbo Sansheng Biological Technology Co., Ltd. It is a protein-like hormone expressed in CHO. We used the newly developed rpFSH instead of traditional PMSG to increase ovulation rate of pigs in order to achieve higher litter size, for it was better at stimulating ovulation, and showed more cheaper and greener.

The ovary samples of the selected pigs were collected at 234 days of age after removing surface follicles and immediately frozen in liquid nitrogen to isolate RNA. Five samples from each group were randomly selected for sequencing. All animal procedures were approved by the Animal Welfare Committee of Zhejiang University.

### RNA Isolation, Library Preparation, and Sequencing

The total RNA was isolated and purified from ovaries by TRIzol reagent (Invitrogen, Carlsbad, CA, USA) by the manufacturer's instructions. The amount and purity of the RNA samples were quantified by the NanoDrop ND-2000C (Thermo, USA). The extracted RNA integrity was measured by Agilent 2100 with RIN number > 7.0. Approximately 5 μg of the extracted total RNA was used to remove rRNA by the instructions of the Ribo-Zero™ rRNA Removal Kit (Illumina, San Diego, USA). After removing the rRNAs, the rest of RNAs were fragmented into small pieces by divalent cations with high temperature. Afterwards, the cleaved RNA fragments were reversed into cDNA, and it was used to synthesize the U-labeled second-stranded DNAs with RNase H, *E. coli* DNA polymerase I, and dUTP. The average insert size of the final cDNA library was about 300 ± 50 bp. Finally, Illumina Hiseq 4000 (LC Bio, China) was used for the paired-end sequencing according to the recommended protocol of the apparatus. The RNA sequencing data has been uploaded in GEO with the accession number GSE192605.

### Quality Control and Mapping

The low-quality reads, including low quality bases, adaptor contamination, and undetermined bases, were removed by Cutadapt. Sequence quality was then verified by FastQC. Hisat2 (23) and Bowtie2 (24) were used to map the reads to the genome of pigs (*Sus scrofa*) in NCBI (https://ftp.ncbi.nlm.nih.gov/genomes/all/GCF/000/003/025/GCF_000003025.6_Sscrofa11.1/GCF_000003025.6_Sscrofa11.1_genomic.fna.gz). The mapped reads for each sample were then assembled by StringTie. All the transcripts from pig ovaries was combined to reconstruct a comprehensive transcriptome by a Perl script. Ballgown (25) and StringTie (26) were performed to estimate the expression levels of all the transcripts after the final transcriptome were generated.

### Identification of lncRNAs

First of all, transcripts shorter than 200 bp or overlapped with known mRNAs were discarded. CNCI (27) and CPC (28) were applied to predict transcripts with coding potential. All the transcripts of CNCI scores < 0 and CPC score < −1 were removed. The rest transcripts were considered as lncRNAs.

### Different Expressed mRNAs and lncRNAs Analysis

The mRNA and lncRNA expression levels were calculated with FPKM by StringTie. The DE mRNAs and DE lncRNAs were selected with the statistical significance (*P* < 0.05) and with log2 (fold change) < −1 or log2 (fold change) > 1 by R package-Ballgown.

### Prediction of Target Gene and Functional Analysis of lncRNAs

The cis-target genes of lncRNAs were predicted to explore the function of lncRNAs, which were likely play a cis role on the neighboring target genes. In this study, the coding genes in 100,000 downstream and upstream were selected using python script (29). Afterwards, functional analysis of the target genes of lncRNAs was performed by the BLAST2GO (30).

### GO and KEGG Enrichment Analysis

Gene Ontology (GO) terms and Kyoto Encyclopedia of Genes and Genomes (KEGG) pathway enrichment analysis were performed to explore the biological processes, which might contribute to further understanding the biological functions of DE lncRNAs in pigs treated with rpFSH.

### RNA-seq Result Validation by qRT-PCR

Six lncRNAs (MSTRG.16871.1, MSTRG.29090.1, MSTRG.34178.2, MSTRG.30735.1, MSTRG.33729.1, and MSTRG.33864.1) and six mRNAs (BET1L, RSAD2, CCR1, DRC7, LRRC46, and CFAP161) representing differential expression levels of RNA-seq from the 10 pig ovaries were randomly selected to perform qRT-PCR. The qRT-PCR was performed by the ABI Step One Plus system (Applied Biosystem, Carlsbad, CA, USA) with SYBR Premix Ex Taq kit (TaKaRa, Dalian, China), and the primers were shown in Supplementary Table S1. Relative gene expression levels were quantified and normalized by β*-actin* gene using 2^−ΔΔCt^ method with three independent biological replicates. All the measurements were performed in triplicate. Bonferroni correction method was used in the multiple comparison.

## Results

### Phenotypic Data Analysis

Four phenotypic traits were collected, including live weight, ovulation number bilateral ovaries, ovary weight of bilateral ovaries, and estradiol concentration in serum (*n* = 10). As shown in Figure 1, no significant (*P* > 0.05) body weight was shown between the control group and rpFSH treatment group. As expected, the rpFSH treatment group showed significantly higher (*P* < 0.01) ovulation number of bilateral ovaries, ovary weight of bilateral ovaries, and estradiol concentration in serum.

**Figure 1:**
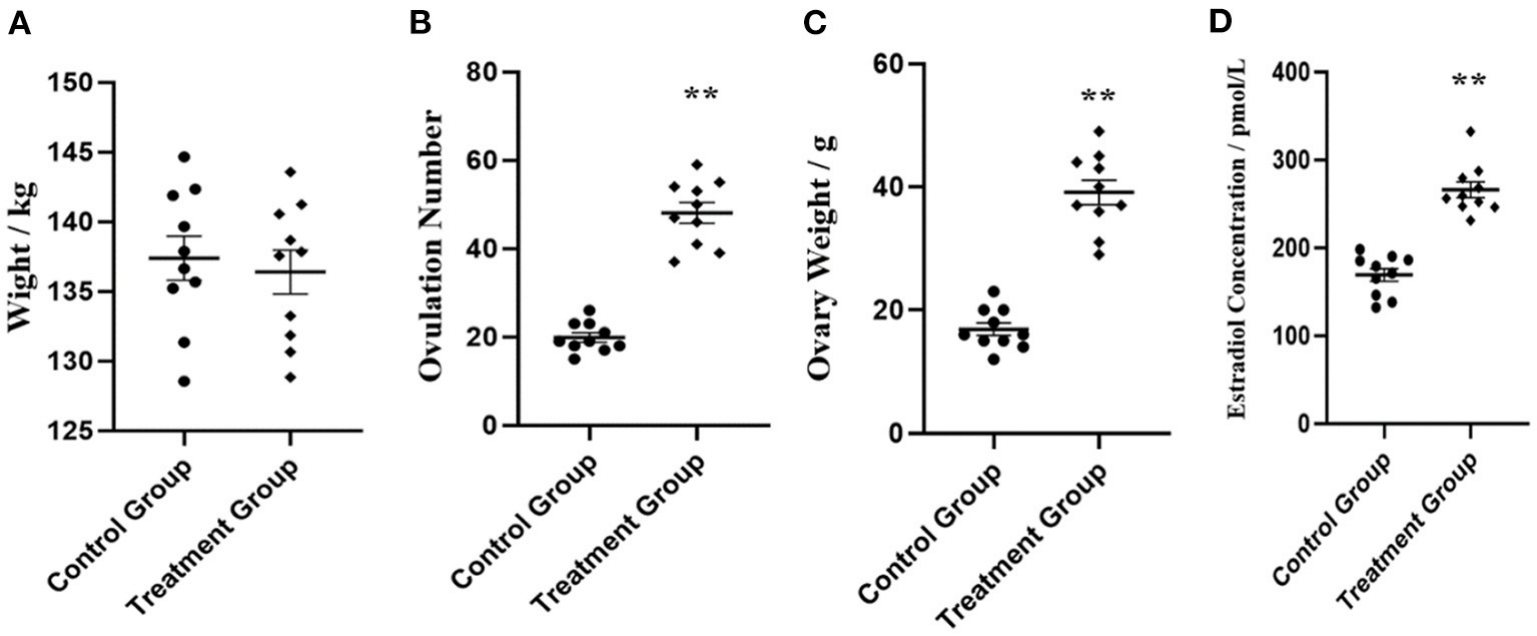
Phenotypic data analysis of experiment gilts between control group and rpFSH treatment group (*n* = 10). **(A)** Live weight analysis. **(B)** Ovulation number analysis of bilateral ovaries. **(C)** Ovary weight analysis of bilateral ovaries. **(D)** Estradiol concentration analysis in serum. **P < 0.01.

### Sequencing Date Summary

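Ovary RNA of 10 gilts was sequenced with a separate library for each pig, 5 of the rpFSH treatment group and 5 of the control group. Altrenogest, a progestin that holds back oestrus, had been fed at 20 mg per day for 18 days from 210 days of age. The rpFSH treatment group then received 1000 IU of rpFSH per pig and the control group received saline, and the ovaries were taken at 234 days of age. The methods describe the removal of rRNA and a HiSeq instrument, whereas the sample labels name poly(A) selection and a NovaSeq instrument. For each pig, the authors deposited an FPKM and a whole-number count on each of 43499 gene loci. Of these loci, 19972 were protein-coding, 20536 had no type in the table, and 2991 were of other kinds. The loci with no type are called unannotated loci here, although some of them carry a gene name. The table writes 0.0001 as the lowest FPKM, and 64464 of the 64485 values at this floor had a count of 0. The remaining 21 had a count above 0. Counts added up to between 65166187 and 75114003 per pig in the control group, with a median of 73731592, and to between 64873797 and 74656992 in the rpFSH treatment group, with a median of 69517370. The totals of the groups did not differ by a two-sided exact permutation test (p = 0.778). They came to between 77.7 and 84.7% of the paper's raw reads for the same pigs. A count of 3, taken as the smallest that can be told from 0, corresponds to between 0.0399 and 0.0462 CPM in these libraries, which covers counting error only. Protein-coding loci held 70.5% ± 2.73 of the counts in the control group and 68.8% ± 2.80 in the rpFSH treatment group (SD, n = 5 each, two-sided exact permutation test, p = 0.421). The 10 most counted loci of each pig held 5.84% ± 1.10 and 5.73% ± 1.50, respectively (same exact test, p = 0.913). Neither the labels nor the methods name a sequencing batch.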

A total of 132.99 Gb raw date was obtained from ten libraries. In detail, 84853980, 87895596, 81995902, 93361996, and 96713942 raw reads were generated from the control group (Control1, Control2, Control3, Control4 and Control5); 88923972, 93496552, 83448796, 86664168, and 89271778 raw reads were generated from the treatment group (Treat1, Treat2, Treat3, Treat4, and Treat5). All the raw reads were filtered to obtain the clean reads, which were mapped to the Cliv_1.0 version of the pig (*Sus scrofa*) genome sequence, with the mapping ratio ranging from 91.13 to 93.07%. The detailed dates are shown in Supplementary Table S2.

### Identification of lncRNAs and mRNAs in Pig Ovaries

As shown in Supplementary Table S3, a total of 21,703 putative lncRNAs were identified from the 10 libraries, including 21,300 novel lncRNAs and 403 known lncRNAs. Regarding the genomic locations of the lncRNAs, 11,918 were intronic (54.91%), 605 were bidirectional (2.79%), 1,683 were sense (7.75%), 6,082 were intergenic (28.03%), and 1,415 were antisense lncRNAs (6.52%).

In this study, the average length of identified lncRNA transcripts is 2,411 bp, which shows shorter than 4,896 bp length of the mRNA transcripts (Figure 2A). Moreover, the number of exons of lncRNAs is 1.63 on average, which is less than that of mRNAs (11.81 on average).

**Figure 2:**
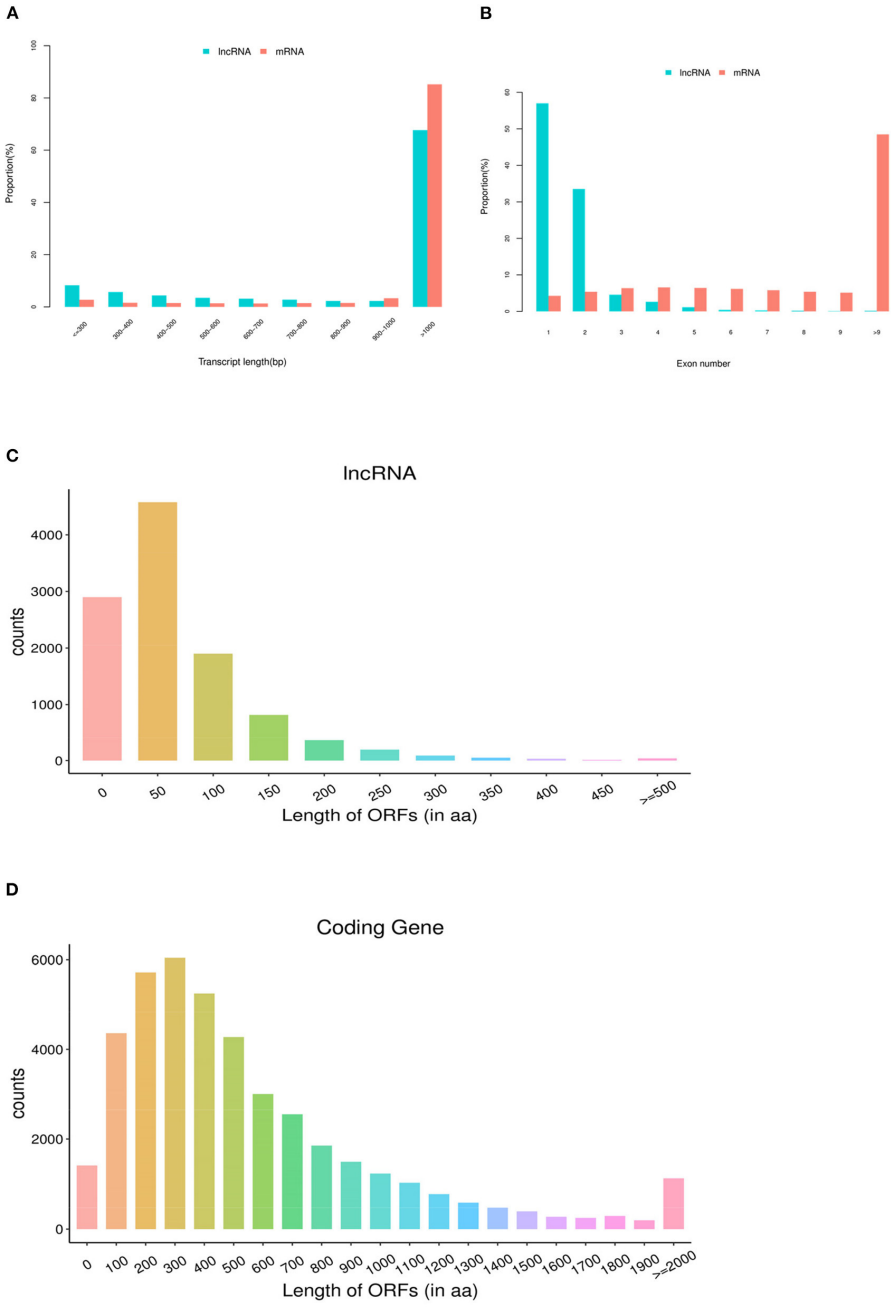
Genomic features of lncRNAs in pig ovaries. **(A)** The transcript length distribution of lncRNAs and mRNAs. **(B)** The exon number distribution of lncRNAs and mRNAs. **(C)** The ORF length distribution of lncRNAs. **(D)** The ORF length distribution of mRNAs.

As shown in Figure 2B, 95.09% of lncRNAs contain three or fewer exons, while 77.42% of mRNAs contain five or more exons. In addition, lncRNAs found in the present study showed shorter open reading frames (ORFs) than mRNAs of ovarian tissues in pigs (Figures 2C,D).

### Identification of DE mRNAs and DE lncRNAs

In order to identify the mRNAs and DE lncRNAs between the control group and treatment group, we calculated the DE mRNAs and DE lncRNA expression levels with FPKM levels in pig ovaries. Figure 3A shows that the lncRNA expression levels were higher than mRNA expression levels in this study, while Figure 3B shows that the number of lncRNAs was less than that of mRNAs.

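The gene-level values cover whole loci, and the unannotated loci among them are not the lncRNA transcripts plotted in Figure 3A, whose transcript-level values were not used here. For each pig, the median log10 FPKM was taken over the loci above the floor. It was 0.359 ± 0.0191 for the protein-coding loci and 0.171 ± 0.0279 for the unannotated loci (mean and SD of the medians of 10 pigs). The unannotated loci had the lower median in 10 of 10 pigs, with a mean difference of -0.189 ± 0.0385 on the log10 scale. This difference had p = 0.00195 by a two-sided exact sign-flip permutation test, the smallest p that 10 pigs allow. When the loci at the floor were counted as well, a choice added for the unannotated loci after the values were seen, the medians were 0.157 ± 0.0309 and 0.148 ± 0.0284. The difference was then -0.00925 ± 0.0470, with the unannotated loci lower in 5 of 10 pigs (exact sign-flip permutation test, p = 0.551).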

**Figure 3:**
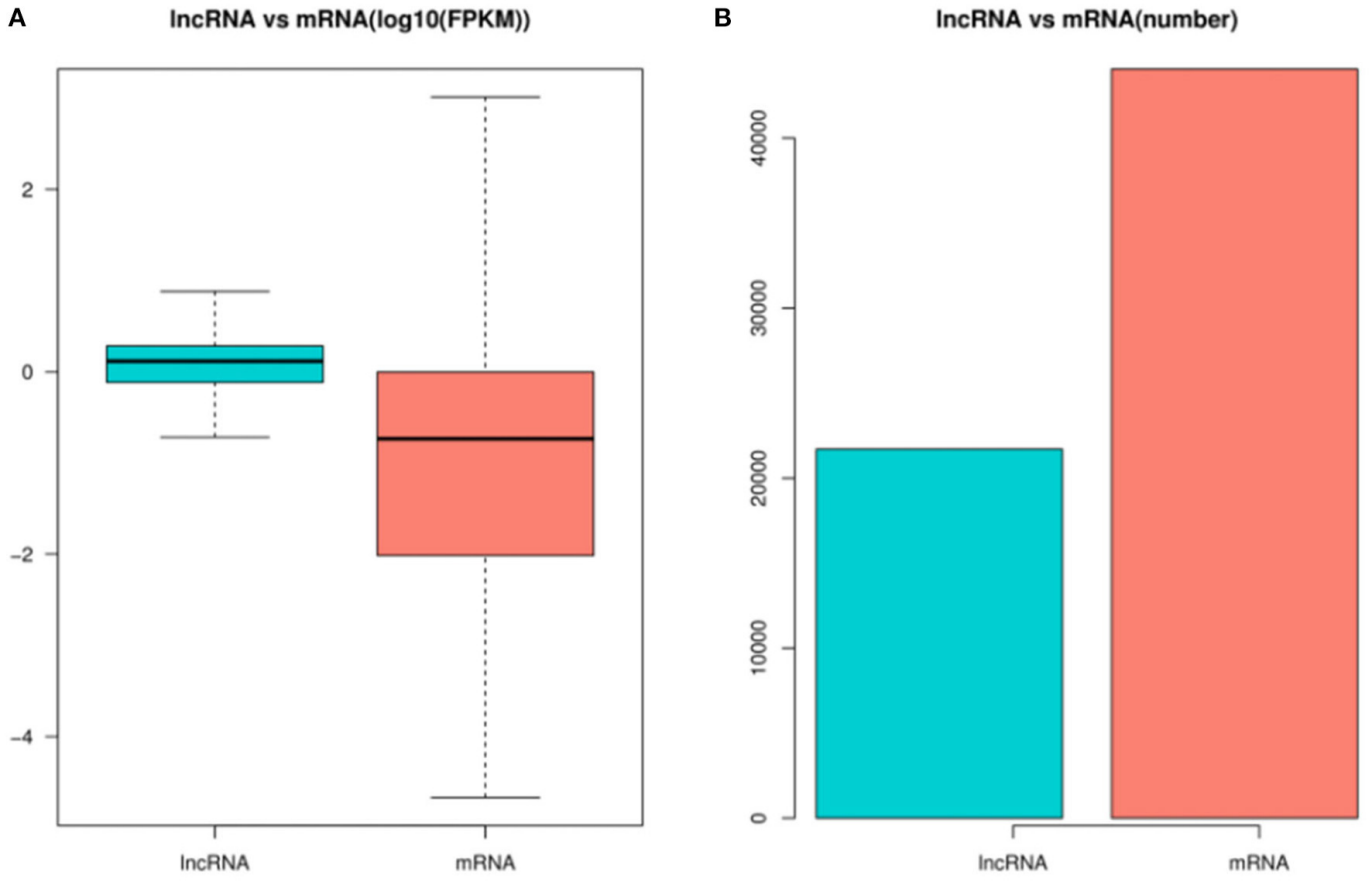
The expression levels and amounts of lncRNAs and mRNAs. **(A)** Boxplots of lncRNA and mRNA expression levels (with log10 FPKM method) in the control group and treatment group. **(B)** The numbers of lncRNAs and mRNAs in pig ovaries in in the control group and treatment group.

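Differential expression of mRNAs was tested on log2 (FPKM + 1) with limma's moderated test, two-sided, with a trend of the variance on the mean level. The 15170 protein-coding loci with a mean FPKM of at least 0.1 over the 10 pigs were tested. An mRNA was called DE when its unadjusted P was under 0.05 and the log2 ratio of the group mean FPKM was above 1 or below -1. By this rule, 172 mRNAs were DE between the control group and the rpFSH treatment group. An unadjusted P under 0.05 was reached by 460 of the tested mRNAs, or 3.03%. After Benjamini-Hochberg adjustment over all tested mRNAs, 0 had an adjusted p under 0.05, and the smallest adjusted p was 1.00. With 1 pig left out at a time, the number of DE mRNAs ranged from 142 to 367. With the limma coefficient on log2 (FPKM + 1) as the fold change, 17 mRNAs were DE, 16 of them among the 172. The quasi-likelihood test of edgeR, run on the deposited counts with TMM normalization, was added after the data were seen. It called 473 of the same tested mRNAs with the same limits, 127 of them among the 172. Under edgeR, 717 mRNAs had an unadjusted P under 0.05 and 0 had an adjusted p under 0.05, the smallest being 0.981. DESeq2 on the counts, also added after the data were seen, called 527 mRNAs. Under DESeq2, 917 mRNAs had an unadjusted P under 0.05 and 86 had an adjusted p under 0.05, the smallest being 2.57e-12. Of the 16 splits of the pigs that part every same-numbered pair, the real one included, 8 gave at least 86 such mRNAs with DESeq2. The sample labels number the pigs of each group from 1 to 5, and pigs with the same number in both groups are different animals. With this replicate number as a block, 167 mRNAs were DE, of which 133 were among the 172, 388 had an unadjusted P under 0.05, and 0 had an adjusted p under 0.05. As a check of the block, the deviation of each pig from its group mean was correlated across the tested mRNAs between same-numbered pigs. The pooled r was -0.139, with a range from -0.413 to 0.111 over the 5 numbers, across genes that are not independent replicates. The mean of r over the 5 same-numbered pairs was -0.127, and 107 of the 120 possible ways to match the groups gave a mean at least as high.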

A total of 585 DE mRNAs (Supplementary Table S4) and 398 DE lncRNAs (Supplementary Table S5) were identified between the control group and treatment group. Compared with the control group, 85 mRNAs and 155 lncRNAs were significantly upregulated, while 500 mRNAs and 243 lncRNAs were downregulated. 

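Of the DE mRNAs called from FPKM, 38 were upregulated and 134 were downregulated in the rpFSH treatment group, so that 77.9% were downregulated. This balance moved with the scaling of the libraries. After upper-quartile scaling, 52 were upregulated and 113 downregulated, and after quantile normalization 79 were upregulated and 97 downregulated. The median log2 change of all tested mRNAs was -0.05 on the deposited FPKM, -0.01 after upper-quartile scaling and 0.01 after quantile normalization. With 1 pig left out, the downregulated share ranged from 53.2 to 88.6%. Without control replicate 5, the numbers were 89 upregulated and 101 downregulated, and without control replicate 3 they were 42 and 325. With the replicate block they were 43 and 124, and from the counts with edgeR they were 72 and 401. The same rule was applied to the 19909 unannotated loci with a mean FPKM of at least 0.1. It called 455 loci, 197 upregulated and 258 downregulated. Among the tested unannotated loci, 946 (4.75%) had an unadjusted P under 0.05, 0 had an adjusted p under 0.05, and the smallest adjusted p was 0.405. The replicate block gave 431 DE loci, 371 of them in common with the 455, and edgeR gave 759. DESeq2, added after the data were seen, called 823 loci, and 113 loci had an adjusted p under 0.05, a number reached in 6 of the same 16 splits. With limma on FPKM, 2 loci had an adjusted p under 0.05 without control replicate 2, and 1 locus each without control replicate 4, rpFSH replicate 1 or rpFSH replicate 4. The 398 DE lncRNA transcripts of Supplementary Table S5 belong to 375 loci of the deposited table, of which 330 are unannotated and 34 protein-coding. Of these unannotated loci, 324 were tested and 79 were called from FPKM, 77 of them in the direction of the transcript. With edgeR, 198 were called. Values of a locus add all its transcripts together. Among the DE mRNAs, 2 had all 5 pigs of the rpFSH treatment group above all 5 control pigs and 30 had all 5 below. Over all tested mRNAs, 12 were above and 83 below in this way. Together these are 0.626%, where 0.794% would be separated by chance. By direction they are 0.0791% above and 0.547% below, where chance gives 0.397% each. ENSSSCG00000002857 (chromosome 6, 42589660 to 42664722) had an FPKM of 2.21 ± 0.708 in the rpFSH treatment group and 0.748 ± 0.218 in the control group (SD, n = 5 each), a log2 ratio of 1.56. ST8SIA2 (chromosome 7, 86445710 to 86514393) had 0.790 ± 0.412 and 0.268 ± 0.126, a log2 ratio of 1.56. Among the downregulated mRNAs, MAL2 (chromosome 4, 19593536 to 19642794) had an FPKM of 2.08 ± 1.04 in the rpFSH treatment group and 8.08 ± 4.22 in the control group, a log2 ratio of -1.96. The log2 ratios of RASSF6, ENSSSCG00000029020 and CMBL were -1.21, -2.04 and -1.01. CMBL was called in 5 of the 10 fits with 1 pig left out, and the other named mRNAs were called in all 10. ENSSSCG00000037210 was also separated, but its counts were at most 3 in every pig and no ratio is given for it. These mRNAs were selected because their groups do not overlap, so an exact permutation test of them would restate the selection. The adjusted p of limma was 1.00 for each. The adjusted p of DESeq2 was 1.36e-04 for ENSSSCG00000002857, 0.0438 for ST8SIA2, 0.0162 for MAL2, 0.0182 for RASSF6, 0.342 for ENSSSCG00000029020 and 0.00773 for CMBL, and that of edgeR was at least 0.981 for each of these 6.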

The volcano plot of the DE mRNAs and DE lncRNAs was shown in Figure 4.

**Figure 4:**
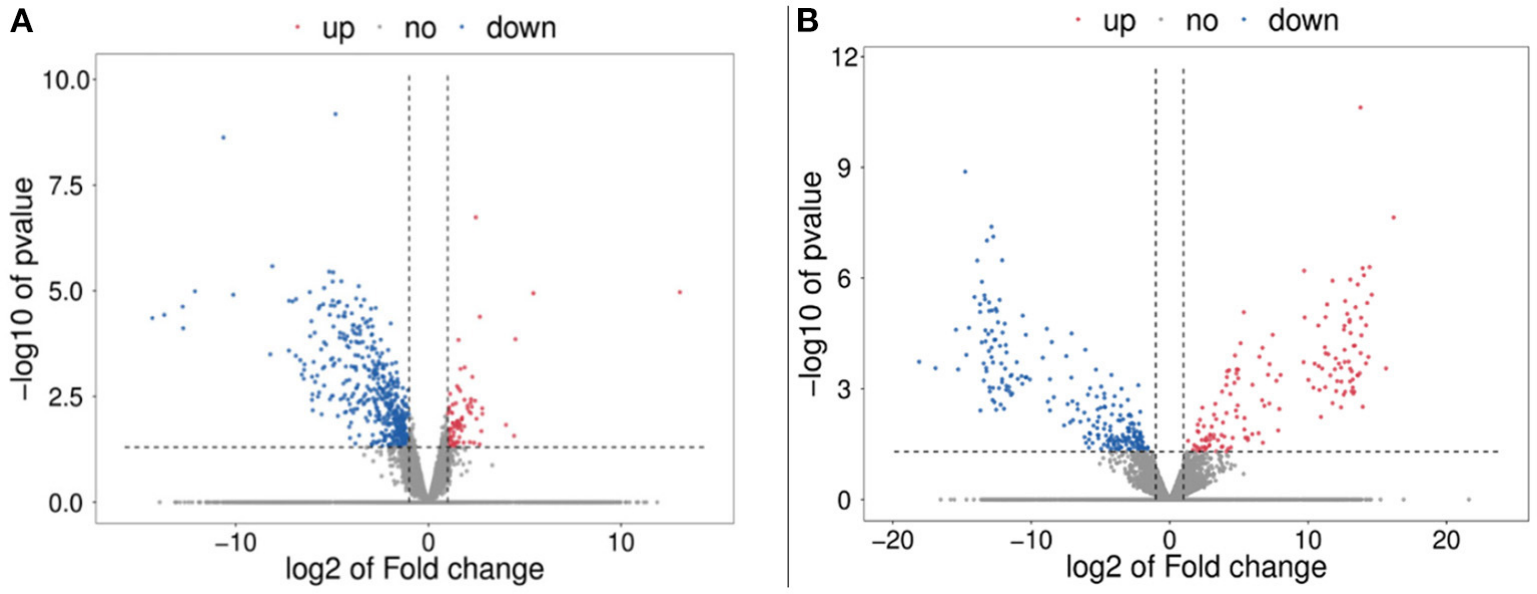
Volcano plot of the differential expression of mRNAs and lncRNAs in pig ovaries between control group and treatment group. **(A)** Differential expression of mRNAs. The blue points denote significantly downregulated mRNAs, while the red points denote significantly upregulated mRNAs. **(B)** Differential expression of lncRNAs. The blue points denote significantly down-regulated lncRNAs, while the red points denote significantly upregulated lncRNAs.

### Functional Enrichment of DE mRNAs

Gene Ontology (GO) was performed to analyze the main functions of the obtained DE mRNAs. A total of 2,417 GO terms with functional annotation information were enriched for 585 DE mRNAs. As shown in Supplementary Table S6, 354 GO terms significantly (*P* < 0.05) enriched in the GO analysis results of DE mRNAs. 

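The GO terms of the deposited table were tested on the DE mRNAs called from FPKM by a one-sided Fisher's exact test per term. The background was the 14042 tested mRNA loci that carry at least 1 GO term, and 144 of them were DE. Of the 15257 terms in this background, 791 held at least 1 DE mRNA and 175 had p under 0.05. In 133 of the 175 terms the result rested on a single DE mRNA. After Benjamini-Hochberg adjustment over all 15257 terms, 1 term had an adjusted p under 0.05. This number was 0 in every fit without a pig of the rpFSH treatment group, and from 6 to 18 in those without a control. With an ordinary linear model it was also 0. The DE mRNAs called by edgeR gave 1742 terms with a DE mRNA, 244 with p under 0.05 and 33 with an adjusted p under 0.05, and those called by DESeq2, added after the data were seen, gave 2057, 311 and 31. With the replicate block there were 776, 192 and 1, respectively.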

As shown in Figures 5A–C, the significantly enriched GO terms of DE mRNAs involved cilium movement, dynein complex, axoneme, sperm flagellum, and dynein light chain binding. 

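For the DE mRNAs called from FPKM in all 10 pigs, dynein complex was the term that passed the adjustment. It held 6 DE mRNAs among 23 in the background (one-sided Fisher's exact test, p = 9.16e-08, adjusted p = 0.00140). No GO term passed it when any 1 pig of the rpFSH treatment group was left out. Dynein light chain binding held 4 of 14 (Fisher's exact p = 9.80e-06, adjusted p = 0.0748). Axoneme held 5 of 63 (Fisher's exact p = 4.61e-04), cilium movement 3 of 22 (Fisher's exact p = 0.00141) and sperm flagellum 2 of 33 (Fisher's exact p = 0.0448). With the replicate block, the same terms in this order held 5, 3, 5, 4 and 2 DE mRNAs, and each kept a Fisher's exact p under 0.05. From edgeR's calls they held 12, 8, 17, 16 and 13. The DE mRNAs of cilium movement were DNAAF1, DNAH5 and WDR78. DNAH5 (chromosome 16, 3114391 to 3430254) had an FPKM of 0.360 ± 0.217 in the rpFSH treatment group and 4.42 ± 5.38 in the control group (SD, n = 5 each, two-sided exact permutation test, p = 0.0476), a log2 ratio of -3.62. DNAAF1 (chromosome 6, 4457291 to 4479828) had 0.533 ± 0.0953 and 1.33 ± 0.756, a log2 ratio of -1.32 (same exact test, p = 0.00794). WDR78 had a log2 ratio of -2.90. The exact tests of single genes were run on log2 (FPKM + 1). These genes were chosen because they were DE, so that their exact tests restate this choice in part. DNAH5 and WDR78 were called in 3 of the 10 fits that left out 1 pig and DNAAF1 in 9, and WDR78 was not called with the replicate block. The dynein terms added DNAH2, DNAH9 and WDR63 with log2 ratios of -1.89, -1.68 and -1.28, and also DYNLRB2, which is outside the rule for named genes and is named after its values were seen. Axoneme added DRC3 and LCA5 with -1.01 and -1.25, and DRC3 was not called with the block. In the fits that left out 1 pig, WDR63 and DRC3 were called in 4, DNAH2 in 6, and DNAH9 and LCA5 in all 10. In sperm flagellum, CCDC181 was downregulated and MROH2B, whose log2 ratio was 2.21, was upregulated. Each of these directions was the same after upper-quartile scaling and after quantile normalization. For each pig, the mean log2 (FPKM + 1) of all 24 protein-coding genes with the term cilium movement was taken as a score. It was 0.58 ± 0.06 in the rpFSH treatment group and 1.16 ± 0.70 in the control group (SD, n = 5 each), a difference of -0.58 (two-sided exact permutation test, p = 0.0317). The term was taken from the paper's list for these same pigs, so that the tests of the score restate this choice in part. All 5 pigs of the rpFSH treatment group were below the median of the control group. Control replicates 2 and 5 had scores of 1.75 and 2.09, and the other controls lay between 0.60 and 0.71. The difference of the group medians was -0.13 (exact permutation test, p = 0.0476). After upper-quartile scaling the difference of the means was -0.55 (exact permutation test, p = 0.0635), and after quantile normalization it was -0.53 (exact permutation test, p = 0.0556). With any 1 control left out the exact permutation p was between 0.0159 and 0.0317, and with any 1 pig of the rpFSH treatment group left out it was between 0.175 and 0.198, with a difference from -0.60 to -0.56. With 4 pigs against 5, each of the 21 of 126 assignments that put control replicates 2 and 5 together in the smaller group gave a difference at least as large, so the exact permutation p could not go below 0.175 whichever of these pigs was left out. A sign-flip within same-numbered pairs gave an exact permutation p = 0.125, where 5 pairs cannot go below 0.0625.

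**Figure D1:**
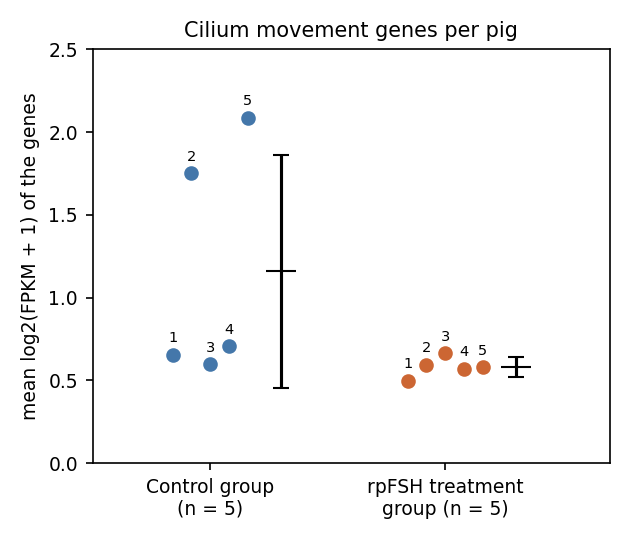
Score of the cilium movement genes in each of the 10 pigs, as the mean log2 (FPKM + 1) over 24 genes, with points for single pigs numbered by replicate and bars for the mean and SD of each group. The pigs of the rpFSH treatment group sit between 0.50 and 0.66, and control replicates 2 and 5 sit above the other controls.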

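KEGG pathways were tested in the same way over the 5585 tested mRNA loci with at least 1 pathway, 44 of them DE. Of 321 pathways, 8 had p under 0.05 by the one-sided Fisher's exact test and 0 had an adjusted p under 0.05. The smallest p belonged to neuroactive ligand-receptor interaction, with 6 DE mRNAs of 174 (Fisher's exact p = 0.00221, adjusted p = 0.629). Retinol metabolism held 2 DE mRNAs of 33 (Fisher's exact p = 0.0274), bile secretion 2 of 52 (Fisher's exact p = 0.0628), steroid hormone biosynthesis 1 of 31 (Fisher's exact p = 0.218), hepatitis C 1 of 128 (Fisher's exact p = 0.641) and primary bile acid biosynthesis 0 of 15. Under the replicate block, retinol metabolism held 1 DE mRNA (Fisher's exact p = 0.221), and 0 of these 5 pathways had p under 0.05. Quantile normalization likewise left it with 1 (Fisher's exact p = 0.216). From edgeR's calls, primary bile acid biosynthesis held 3 (Fisher's exact p = 0.00447), hepatitis C held 7 (Fisher's exact p = 0.0280), bile secretion held 4 (Fisher's exact p = 0.0313), and retinol metabolism and steroid hormone biosynthesis held 2 each (Fisher's exact p = 0.176 and 0.160). From DESeq2's calls, also added after the data were seen, bile secretion held 7 (Fisher's exact p = 4.99e-04), retinol metabolism 4 (Fisher's exact p = 0.0122), steroid hormone biosynthesis 3 (Fisher's exact p = 0.0526), primary bile acid biosynthesis 2 (Fisher's exact p = 0.0627) and hepatitis C 5 (Fisher's exact p = 0.278). The retinol metabolism genes were HSD17B6 and ENSSSCG00000016093. HSD17B6 (chromosome 5, 22089491 to 22114378), which is also the gene of the steroid pathway, had an FPKM of 0.288 ± 0.183 in the rpFSH treatment group and 1.46 ± 1.24 in the control group (SD, n = 5 each, two-sided exact permutation test, p = 0.0794), a log2 ratio of -2.34. ENSSSCG00000016093 (chromosome 15, 104410687 to 104495722) had 0.0684 ± 0.0420 and 0.183 ± 0.0361, a log2 ratio of -1.42. Both were called in 4 of the 10 fits that left out 1 pig. In bile secretion, ADCY8 was upregulated with a log2 ratio of 1.43 and SLCO1A2 downregulated with -1.68. The hepatitis C gene, CLDN23, had counts from 9 to 27 in the control group, 18 in rpFSH replicate 2 and at most 1 in the other rpFSH pigs.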

KEGG pathway analysis showed 20 significantly (*P* < 0.05) enriched pathways, such as primary bile acid biosynthesis, hepatitis C, retinol metabolism, steroid hormone biosynthesis, and bile secretion. The detailed information was shown in Supplementary Table S7.

**Figure 5:**
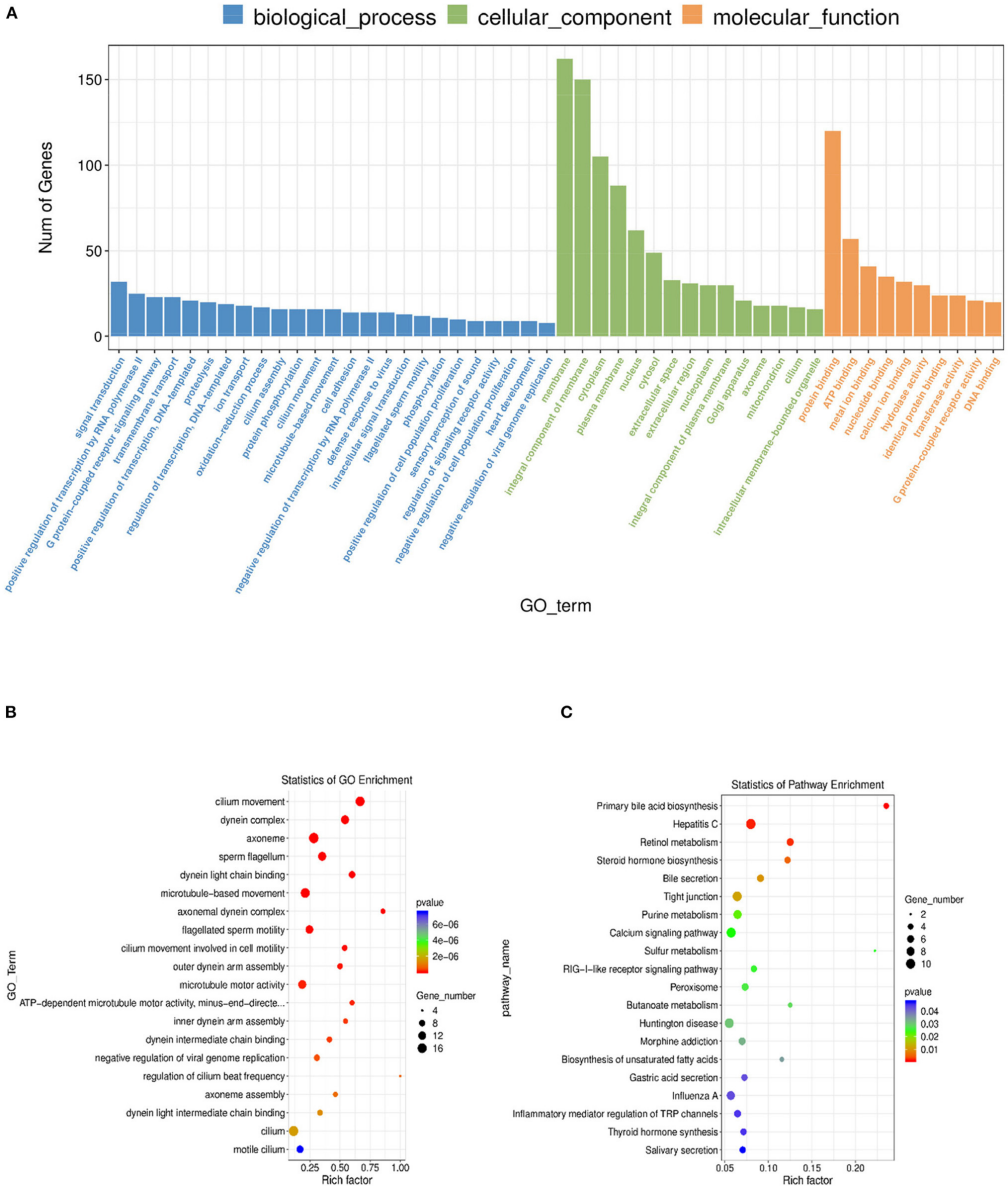
GO and KEGG analysis of differential mRNA expression. **(A)** Histogram of GO enrichment of DE mRNAs. **(B)** Scatter plot of GO enrichment for DE mRNAs. **(C)** Scatter plot of KEGG enrichment for DE mRNAs.

### Cis-Regulatory Roles of DE lncRNAs in Ovarian Tissues of Pigs

To further investigate the regulatory functions of the lncRNAs in the ovarian tissues of pigs, we forecasted the cis-regulated target genes of the differently expressed lncRNAs between the control group and treatment group. In this study, 62 potential lncRNA target genes were found, with 100 kbp as the cutoff (Supplementary Table S8). 

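The 62 entries of Supplementary Table S8 fell on 53 pairs of an mRNA locus and a lncRNA locus in the deposited table. In 2 of these both names belonged to the same locus, which left 51 pairs of 38 mRNA loci with 46 lncRNA loci. In 28 pairs the lncRNA locus overlapped the span of the mRNA locus, in 21 of them lying wholly inside it. In the other 23 pairs the gap was at most 75856 bp. The strand of the lncRNA locus was unknown in 18 pairs. Pearson's r of FPKM over the 10 pigs was positive in 45 pairs and negative in 6, and its sign was that of the paper's coefficient in 40. With permutation tests and Benjamini-Hochberg adjustment over the 51 pairs, Pearson's r had an adjusted p under 0.05 in 33, Spearman's rho in 24 and both in 22. An r above 0.9, a limit chosen after the values were seen, was found in 29 pairs, whose median Spearman's rho was 0.767. Without the 2 pigs farthest from the median of the lncRNA, a choice added after the data were seen, the median r of these 29 pairs was 0.616, with a range from -0.117 to 0.979. An r above 0.9 was then left in 7 of the 29 pairs, and 8 of them had an adjusted p under 0.05. The pigs left out were control replicates 2 and 5 in 17 of the 29 pairs, and rpFSH replicate 1 was among them in 9.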

As shown in Supplementary Table S9, GO analysis revealed 220 significant (*P* < 0.05) GO terms based on the cis-regulated target genes. The differentially expressed lncRNA target genes were founded to be related with biological process including heart contraction, vesicle transport along actin filament, regulation of osteoblast proliferation, and actin filament bundle assembly. The main molecular function and cellular component categories were related to the lewy body, brush border, retinoic acid receptor binding, and condensed nuclear chromosome (Figures 6A,B). The KEGG analysis of DE lncRNAs revealed that the target genes of those lncRNAs were mainly enriched in fluid shear stress and atherosclerosis, neurotrophin signaling pathway, adherens junction, glutathione metabolism, and regulation of actin cytoskeleton (Figure 6C, Supplementary Table S10). Based on the prediction of DE lncRNA-gene pairs in cis-regulation, the first 5 and the last 5 lncRNA-gene pairs were listed in Table 1 by the Pearson correlation coefficient, and the regulation directions of the first 5 lncRNA-gene pairs showed the same, while the last 4 pairs were opposite.

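In the deposited table, each pair of Table 1 is a pair of loci, and each lncRNA transcript is counted with its locus. ENSSSCG00000033862 shares 1 locus with ENSSSCG00000035936, on chromosome 4 from 100135551 to 100169872. Over the 10 pigs, this locus followed MSTRG.23824 with Pearson's r = 1.00 (permutation p = 2.90e-04) and Spearman's rho = 0.806 (permutation p = 0.00759), and MSTRG.23822 with r = 0.999 and rho = 0.855. WDR49 (chromosome 13, 106349039 to 106492947) followed MSTRG.8936, which lies inside it, with r = 0.998 (permutation p = 4.80e-04) and rho = 0.718 (permutation p = 0.0251). SCP2 (chromosome 6, 159154282 to 159315070) followed MSTRG.29550 with r = 0.999 (permutation p = 0.00973) and rho = 0.588 (permutation p = 0.0808). DOCK4 and MSTRG.16790 had r = 0.705 (permutation p = 0.0265) and rho = 0.745 (permutation p = 0.0176). Adjusted over the 51 pairs, the p of Pearson's r ranged from 5.10e-04 to 0.0409 for these 5 pairs. Without the 2 pigs farthest from the median of the lncRNA, r was 0.870 (exact permutation p = 0.0259) for MSTRG.23824, 0.813 (exact permutation p = 0.00826) for MSTRG.23822, 0.640 (exact permutation p = 0.0826) for WDR49, 0.392 (exact permutation p = 0.346) for SCP2 and 0.596 (exact permutation p = 0.113) for DOCK4. The r near 1 of WDR49 and SCP2 therefore rested on these pigs. The log2 ratio of the group means was -5.75 for MSTRG.8936 and -8.10 for WDR49, where counts of WDR49 were at most 5 in the rpFSH treatment group. It was -2.92 for MSTRG.29550 and -2.12 for SCP2, and without control replicate 2 the limma coefficient of SCP2 was -0.01. It was 5.12 for MSTRG.23824, 4.50 for MSTRG.23822 and 5.45 for their gene, of which rpFSH replicate 1 held 19811 counts and the other pigs at most 1146. For MSTRG.16790 it was -0.25 and for DOCK4 0.30. Among the remaining pairs, PXYLP1 (chromosome 13, 81970406 to 82045115) and MSTRG.8684 had r = 0.0134 (permutation p = 0.963), and PXYLP1 and MSTRG.8685 had r = -0.0110 (permutation p = 0.980). Without control replicates 2 and 5, the 2 pigs farthest from the median, r was 0.781 (exact permutation p = 0.0250) and 0.795 (exact permutation p = 0.0157). PHF21A and MSTRG.17683 had r = 0.0408 (permutation p = 0.914), and 0.0253 without the 2 farthest pigs (exact permutation p = 0.959). The log2 ratios were -5.87 for MSTRG.8684, -3.96 for MSTRG.8685 and -0.11 for PXYLP1, and 0.63 for MSTRG.17683 and -0.09 for PHF21A.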

**Figure 6:**
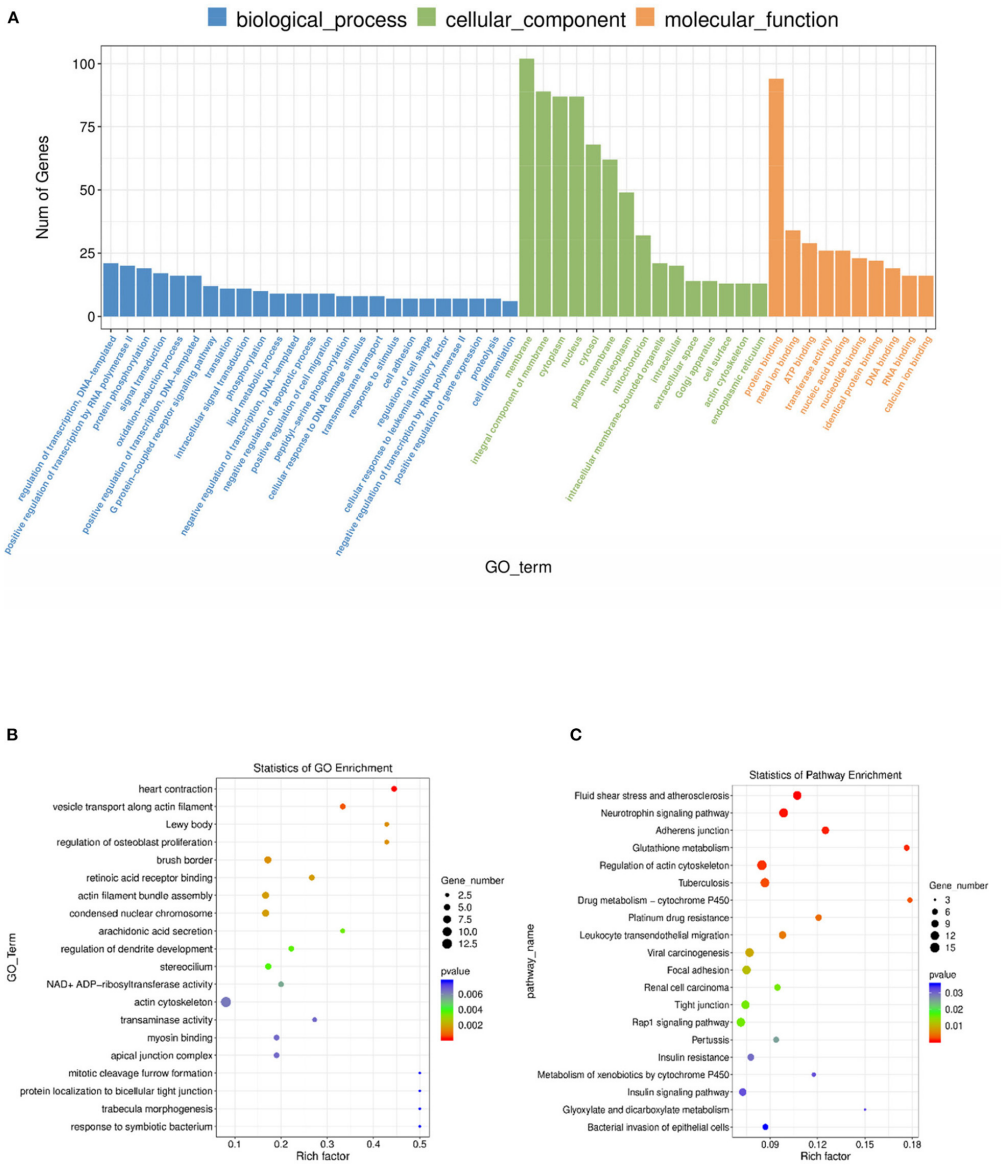
GO and KEGG analysis of differentially lncRNA expression. **(A)** Histogram of GO enrichment of DE lncRNAs. **(B)** Scatter plot of GO enrichment for DE lncRNAs. **(C)** Scatter plot of KEGG enrichment for DE lncRNAs.

**Table 1:** Differentially expressed lncRNA-gene pairs between high and low egg production groups.

**Gene name**	**lncRNA transcript name**	**Cislocation(bp)**	**Pearson correlation coefficient**
DOCK4	MSTRG.16790.2	100K	1
WDR49	MSTRG.8936.1	100K	1
ENSSSCG00000033862	MSTRG.23824.1	100K	1
SCP2	MSTRG.29550.1	100K	1
ENSSSCG00000033862	MSTRG.23822.2	100K	1
PXYLP1	MSTRG.8684.1	100K	−0.21
PXYLP1	MSTRG.8685.1	100K	−0.20
PHF21A	MSTRG.17683.2	100K	−0.20
PHF21A	MSTRG.17683.2	100K	−0.11

### Co-enriched GO Terms of DE lncRNAs and mRNAs

In order to investigate the crucial pathways of rpFSH to gilt ovaries, a total of five significantly enriched GO terms were identified in both DE lncRNA target gene enrichment and DE mRNA enrichment (Table 2). 

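The DE mRNA part of the shared GO terms was recomputed, and the enrichment of the lncRNA target genes was not analysed here. Prolactin receptor activity holds a single gene in the background, PRLR, which was DE (one-sided Fisher's exact test, p = 0.0103). In a term of 1 gene this p equals the share of DE mRNAs in the background, 144 of 14042, and is under 0.05 whenever the gene is DE. The same holds for the mitophagy term below. PRLR (chromosome 16, 20618696 to 20810140) had an FPKM of 0.320 ± 0.299 in the rpFSH treatment group and 1.90 ± 1.55 in the control group (SD, n = 5 each, two-sided exact permutation test, p = 0.0556), a log2 ratio of -2.57. All 5 pigs of the rpFSH treatment group were below the control median, and PRLR was called in all 10 fits that left out 1 pig and with the replicate block. Its limma coefficient was -0.99 (standard error 0.35, adjusted p = 1.00). Brush border held 1 DE mRNA, VIL1, of 31 (Fisher's exact p = 0.274), and meiotic spindle held 1, SEPT1, of 13 (Fisher's exact p = 0.125). Protein ADP-ribosylation held 0 of 17, and mitophagy by induced vacuole formation held 0 of 1. The paper's Table 2 lists protein ADP-ribosylation as co-enriched, but its P for the DE mRNAs in Supplementary Table S6 is not under 0.05. The log2 ratio of VIL1 was -1.66 and that of SEPT1 -1.21. From edgeR's calls, brush border held 4 DE mRNAs (Fisher's exact p = 0.0118), meiotic spindle held MAPK15, RSPH1 and SEPT1 (Fisher's exact p = 0.00557) and the mitophagy term held its gene SPATA18 (Fisher's exact p = 0.0290). From DESeq2's calls, added after the data were seen, the same terms held 5 (Fisher's exact p = 0.00290), 3 (Fisher's exact p = 0.00749) and 1 (Fisher's exact p = 0.0323). Under the replicate block, prolactin receptor activity was the term with p under 0.05 (Fisher's exact p = 0.00997).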

The significantly co-enriched GO terms were involved in the prolactin receptor activity, brush border, protein ADP-ribosylation, mitophagy by induced vacuole formation, and meiotic spindle, of which one pathway was involved in molecular function, and two pathways were involved in cellular component and biological process, respectively.

**Table 2:** Co-enriched GO terms of DE lncRNA and DE mRNA.

**GO term**	**GO function**	***P*-value**
Prolactin receptor activity	molecular_function	0.04
Brush border	cellular_component	0.00
Protein ADP-ribosylation	biological_process	0.02
Mitophagy by induced vacuole formation	biological_process	0.04
Meiotic spindle	cellular_component	0.02

### DE lncRNAs and DE mRNA Validation by qRT-PCR

Six DE lncRNAs and six DE mRNAs were selected at random to validate the RNA-seq result by qRT-PCR. 

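In the RNA-seq data, BET1L and CCR1 were DE by the rule used for FPKM, and RSAD2, DRC7, LRRC46 and CFAP161 were not. The log2 ratios of the group mean FPKM were 2.46 for BET1L, 4.52 for RSAD2, 1.66 for CCR1, -5.41 for DRC7, -3.75 for LRRC46 and -6.16 for CFAP161. BET1L (chromosome 2, 26475 to 30618) had an FPKM of 5.65 ± 2.58 in the rpFSH treatment group and 1.02 ± 0.327 in the control group (SD, n = 5 each, two-sided exact permutation test, p = 0.0159). Its counts were between 251 and 527 in the controls, 338 in rpFSH replicate 3 and between 1790 and 2380 in the other rpFSH pigs. RSAD2 (chromosome 3, 128880859 to 128897837) had 7.37 ± 15.8 and 0.321 ± 0.202 (same exact test, p = 0.524). Its count in rpFSH replicate 4 was 23765, against at most 462 in the other 9 pigs, and without this pig its limma coefficient was -0.01. CCR1 had 1.83 ± 1.23 and 0.580 ± 0.179 (exact permutation p = 0.0476) and was called in 7 of the 10 fits that left out 1 pig. DRC7 had 0.0352 ± 0.0198 and 1.50 ± 2.17 (exact permutation p = 0.103), LRRC46 had 0.150 ± 0.0100 and 2.02 ± 2.58 (exact permutation p = 0.00794), and CFAP161 had 0.0167 ± 0.0229 and 1.19 ± 1.60 (exact permutation p = 0.00794). In the last 3 genes the highest pigs were control replicates 5 and 2, and each gene was called in 3 of the 10 fits with 1 pig left out. Adjusted over the 6 mRNAs, the exact permutation p was under 0.05 for BET1L (0.0317), LRRC46 and CFAP161 (0.0238 each), while limma's adjusted p over all tested mRNAs was 1.00 for each. The paper drew these mRNAs from its DE mRNAs of the same pigs, and an adjustment over 6 does not allow for that choice. On the counts, edgeR gave an adjusted p of 0.981 for each. DESeq2, added after the data were seen, gave an adjusted p of 9.35e-06 for BET1L, 0.00622 for DRC7, 0.0143 for LRRC46, 0.0162 for CFAP161 and 0.0954 for CCR1, and it gave no P for RSAD2. The replicate block called 2 of the 6 mRNAs, a pseudocount of 0.1 or 0.01 called 4, edgeR called 6 and DESeq2 called 5. For the lncRNAs, the values are those of the whole locus. MSTRG.16871 (log2 ratio 2.02) and MSTRG.33729 (log2 ratio -2.70) were called, MSTRG.29090 (3.03), MSTRG.30735 (-2.80) and MSTRG.33864 (-4.29) were not, and MSTRG.34178 was not called with a log2 ratio of 0.21. With 1 pig left out, MSTRG.16871 and MSTRG.33729 were each called in 5 of the 10 fits, and from 0 to 3 of the 6 loci were called. The replicate block also called MSTRG.29090. Of the 6 loci, edgeR called 5 and DESeq2, added after the data were seen, called 4. By exact permutation tests adjusted over the 6 loci, MSTRG.33729 had p = 0.0476 and the others had p between 0.190 and 0.397.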

The relative fold changes of expression levels performed by qRT-PCR were consistent with the results of RNA-seq data (Figure 7), suggesting that the identification of transcripts and estimation of abundance were highly credible in this study. What is more, the relative mRNA expression level of NR5A2 in the rpFSH group was significantly higher (*P* < 0.01) than that in the control group (Figure 8).

**Figure 7:**
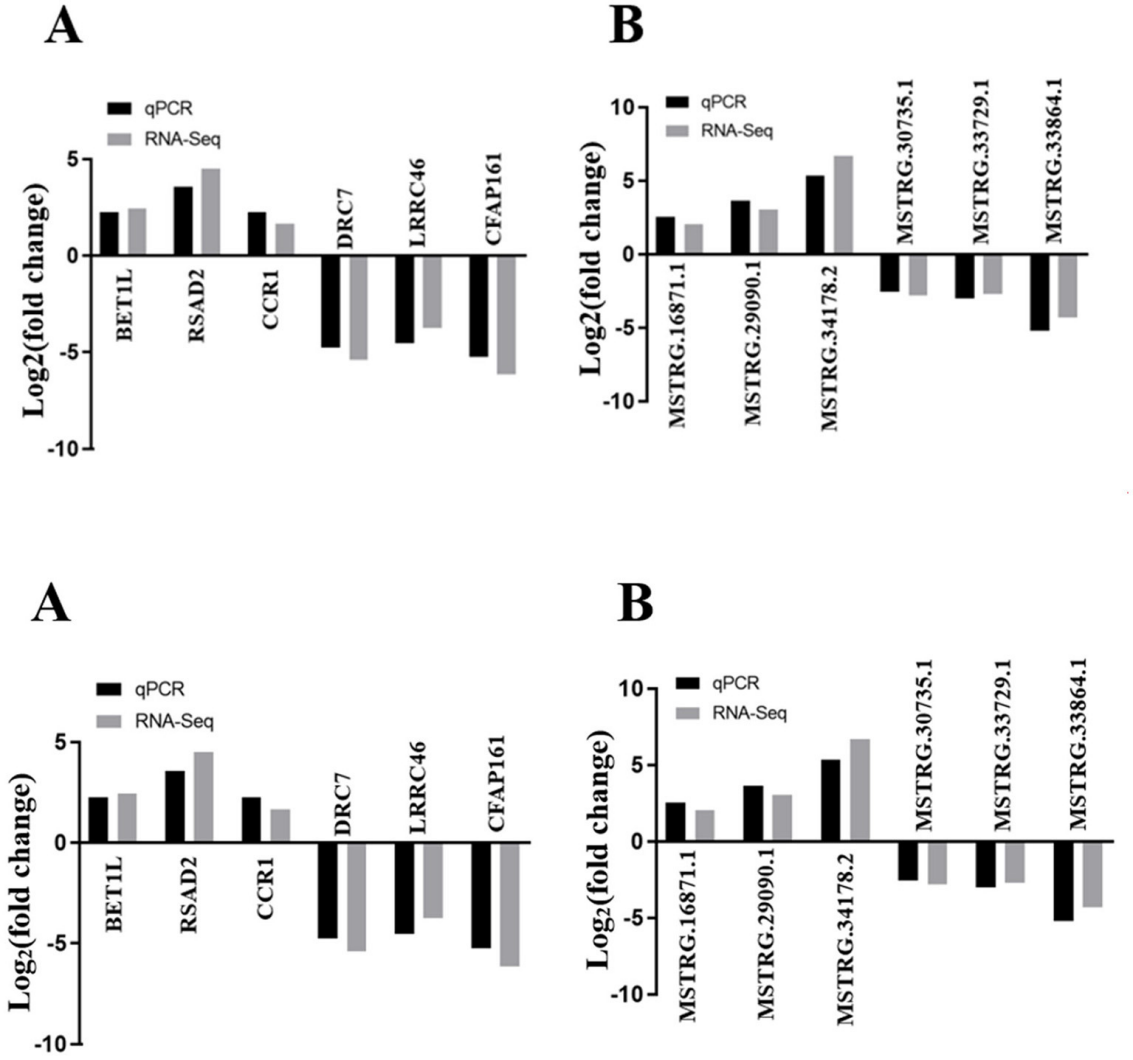
The validation of RNA-seq by qRT-PCR (*n* = 5). **(A)** qRT-PCR validation of six mRNAs. **(B)** qRT-PCR validation of six lncRNAs.

**Figure 8:**
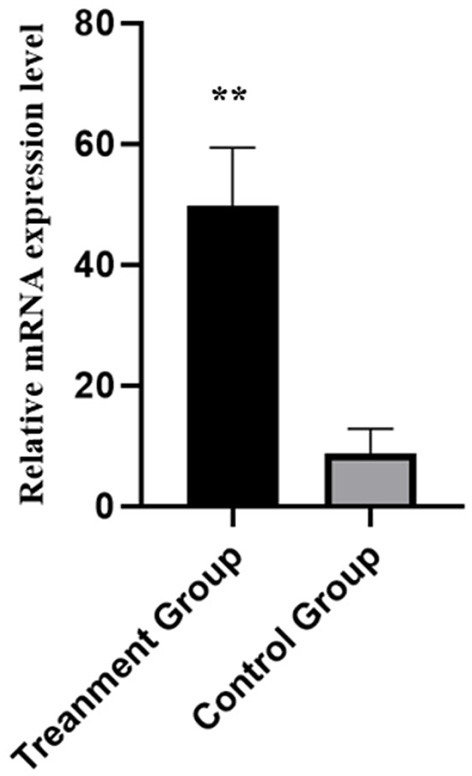
Relative mRNA expression levels of pig *NR5A2* gene in ovaries between rpFSH treatment group and the control group (*n* = 5). **indicate significant differences (*P* < 0.01).

## Discussion

The oogenesis and ovulation in mammals are relatively complex biological processes, which are well-coordinated and regulated by coding and non-coding RNAs (12). Ovulation number is a very crucial trait in pigs for it determines the maximum litter size (4, 5), which is one of the most important economic traits and is difficult to be improved by traditional selection because of its relatively low heritability (2). To achieve the aim of high ovulation rate in pigs, scientists had made great effort on the regulation mechanisms of animal reproduction, which had been greatly driven to perform related gene screening involved in the reproductive regulation of pigs and to mediate the process for increasing the litter size (1, 3, 9, 31). In the last few decades, the whole genomes of pigs had been continuously published, which contributed to facilitate the studies on the transcriptome in pigs (9, 10). In this study, gilts treated with rpFSH showed higher ovulation number and estrogen concentration, which might contribute to improving the litter size of pigs. Many researches have been reported that lncRNAs could regulated reproduction of pigs (10–12), but none of these studies have interpreted regulatory networks of lncRNAs for regulation of exogenous hormones on follicular formation in sow production. Therefore, in this study, we performed transcriptome analysis of ovaries in pigs treated with rpFSH by RNA sequencing. Finally, we identified 398 DE lncRNAs and 585 DE mRNAs in ovaries between the rpFSH treatment group and control group.

In the last decade, a number of researches had reported that lncRNAs played important roles in the oogenesis and ovulation in ovaries among different species, including pigs, cattle, mice, and sheep (11, 21, 32, 33). The present study is the first to report the transcriptome profiling of lncRNAs and mRNA in pig ovaries treated with rpFSH. Our sequencing results showed that the lncRNAs identified in the present study had shorter transcript lengths and fewer exons; this was consistent with the previous research results (9, 20), implying that the lncRNA sequencing result of this study was credible. The RNA-seq results showed that 32.32% of identified lncRNAs were shorter than 1,000 bp, while only 19.18% of identified mRNAs were shorter than 1,000 bp. In addition, the average expression levels of lncRNAs in this study were much higher (*P* < 0.05) than those of mRNAs in ovaries of pigs, suggesting that the lncRNAs in pig ovaries might play important roles in oogenesis and ovulation.

Many studies have found that numerous signaling pathways and regulatory mechanisms are taken part in the regulation of oogenesis and ovulation in animals (11, 21, 32, 33). In the current study, we performed GO terms and KEGG pathways analysis to further identify the biological functions of the target genes of DE mRNAs and DE lncRNAs related to oogenesis and ovulation in pig ovaries. The results revealed that both of these DE mRNAs and DE lncRNAs were participated in the regulation of protein binding, ATP binding, cell differentiation, and transcription by RNA polymerase II. It can be illustrated that ATP binding has been reported to participate in the oogenesis regulation (34). 

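Among the DE mRNAs called from FPKM, protein binding held 30 of 2630 (one-sided Fisher's exact test, p = 0.288) and ATP binding 10 of 1158 (Fisher's exact p = 0.759). Cell differentiation held 2 of 155, NR1I3 and PAQR8 (Fisher's exact p = 0.474), and transcription by RNA polymerase II held 0 of 77. PAQR8 (chromosome 7, 46104946 to 46234276) had an FPKM of 1.23 ± 0.370 in the rpFSH treatment group and 3.16 ± 2.31 in the control group (SD, n = 5 each, two-sided exact permutation test, p = 0.0317), a log2 ratio of -1.36. NR1I3 (chromosome 4, 89226649 to 89236488) had 0.103 ± 0.153 and 0.264 ± 0.0388 (same exact test, p = 0.0476) and was called in 1 of the 10 fits that left out 1 pig. With the replicate block, the same terms in this order held 29, 9, 1 and 0 DE mRNAs, and from edgeR's calls they held 86, 42, 5 and 2, with Fisher's exact p between 0.0766 and 0.658. From DESeq2's calls on the counts, an alternative also added after the data were seen, protein binding held 100 (Fisher's exact p = 0.0384). These counts are of genes that carry a term, and the lncRNA target genes were not analysed here.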

The RNA polymerase II was reported to be involved in the combinatorial control of Spo11 splicing, which is timely regulated during meiosis (35).

The previous studies have shown that the expression of lncRNAs can regulate the expression of the neighboring mRNAs by transcriptional repression or coactivation patterns and had high correlations with the expression levels with the adjacent genes (36, 37). In consequence, we speculated that there was a genetic mechanism that the lncRNAs could significantly affect the oogenesis and ovulation by mediating the putative regulation of the corresponding target mRNAs in pig ovaries. In the current study, the DE cis-target genes, which were located within 100 kb downstream and upstream of the 398 DE lncRNAs, were selected to predict the potential biological functions in the putative regulation of oogenesis and ovulation in pigs. 

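The locus of NR5A2 lies on chromosome 10 from 22727825 to 22866904 on the plus strand. The locus of MSTRG.3902 spans 22703120 to 22773335 on the same strand, so that it overlaps the start of NR5A2. Each of these loci carries a gene name that 12 loci of the deposited table share. Whether MSTRG.3902 is separate from the transcripts of NR5A2 was not tested. The FPKM of NR5A2 was 28.1 ± 41.9 in the rpFSH treatment group and 8.73 ± 9.18 in the control group (SD, n = 5 each), a log2 ratio of 1.69. It was not DE by the rule used for FPKM, as its limma coefficient was 0.81 (standard error 0.99, adjusted p = 1.00) with an unadjusted P of 0.435. A two-sided exact permutation test gave p = 0.540. By pig, NR5A2 was 101.6 in rpFSH replicate 1, 22.5 in rpFSH replicate 2 and between 0.507 and 9.69 in the other rpFSH pigs, against 23.9 in control replicate 2, 10.9 in control replicate 4 and between 2.24 and 3.75 in the other controls. With 1 pig left out, the coefficient ranged from 0.04 to 1.56. NR5A2 was called neither by edgeR (log2 fold change 1.73, adjusted p = 1.00) nor with the replicate block (unadjusted P of 0.372, adjusted p = 1.00). The paper's own P for NR5A2 in Supplementary Table S4 is 0.051378, and the table does not mark it as DE. By qRT-PCR, which was not analysed here, the paper reports a significantly higher NR5A2 level in the rpFSH treatment group. MSTRG.3902 had an FPKM of 7.39 ± 15.1 in the rpFSH treatment group and 0.174 ± 0.195 in the control group (SD, n = 5 each, two-sided exact permutation test, p = 0.175), a log2 ratio of 5.41. Its counts were 16075 in rpFSH replicate 1, 917 in rpFSH replicate 5, at most 204 in the other pigs and 0 in control replicates 1 and 3 and in rpFSH replicate 3. It was not called from FPKM or with the block, it was called by edgeR, and DESeq2 gave no P for it. Across the 10 pigs, the FPKM of NR5A2 and of MSTRG.3902 had Pearson's r = 0.962 (permutation p = 0.0340, adjusted p = 0.0510 over the 51 pairs) and Spearman's rho = 0.730 (permutation p = 0.0217). On log2 (FPKM + 1), r was 0.728. Without rpFSH replicates 1 and 5, the pigs farthest from the median of the lncRNA, r was 0.598 (exact permutation p = 0.119), and without rpFSH replicate 1 alone it was 0.0493 (exact permutation p = 0.910). The linear relation thus rested on rpFSH replicate 1. Spearman's rho was 0.708 without both pigs (exact permutation p = 0.0640) and 0.627 without rpFSH replicate 1 alone (exact permutation p = 0.0808). From earlier reports that lncRNAs can regulate neighbouring mRNAs, the paper speculates that lncRNAs could affect oogenesis and ovulation through a putative regulation of their target mRNAs.

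**Figure D2:**
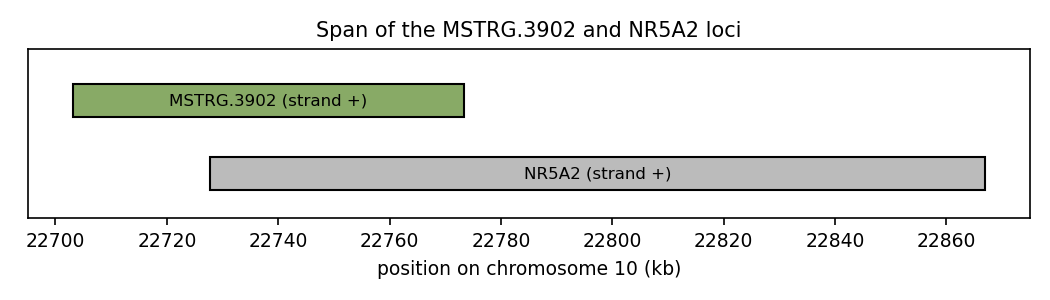
Spans of the MSTRG.3902 and NR5A2 loci on chromosome 10, with position in kb, drawn to scale from the deposited table. The lncRNA locus starts upstream of NR5A2 and ends inside it.

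**Figure D3:**
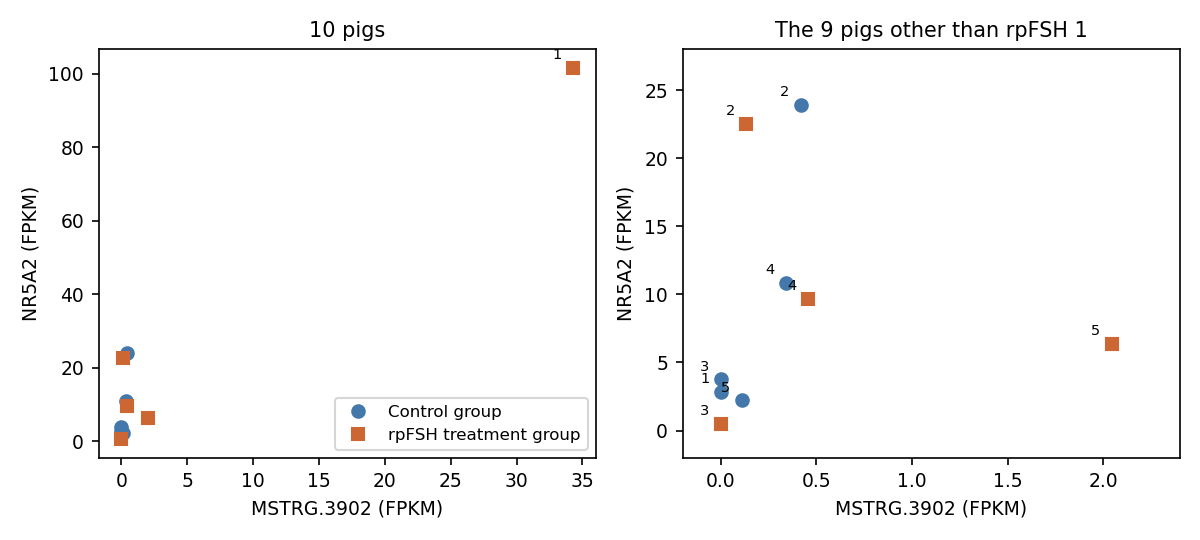
FPKM of NR5A2 against FPKM of MSTRG.3902, with a point for each pig numbered by replicate, for all 10 pigs and for the 9 pigs other than rpFSH replicate 1. The pig at 34.3 and 101.6 is rpFSH replicate 1, and the other pigs have at most 2.04 and 23.9.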

The result suggested that the DE coding gene NR5A2 (nuclear receptor subfamily 5, group A, member 2) might be regulated by the DE lncRNA MSTRG.3902.1, and NR5A2 was significantly upregulated in rpFSH treatment group.

NR5A2, also known as liver receptor homolog-1 (LRH1), is an important orphan receptor, which belongs to the nuclear receptor subfamily NR5A (38). NR5A2 plays a significant role in somatic cell reprogramming, embryonic development, steroid hormone production, and follicle and oocyte development (39). In adult mammals, NR5A2 is mainly expressed in liver, intestine, and ovary tissues, especially in ovarian tissues where it is highly expressed (40, 41), indicating that NR5A2 might play an important role in the reproduction of female animals. NR5A2 gene knockout mice showed ovulation dysfunction and infertility, suggesting that NR5A2 is necessary for follicular development and ovulation in mammals (42, 43). The expression level of *NR5A2* gene in ovary was positively correlated with estrogen content (40), and *NR5A2* regulated porcine follicular estrogen secretion and granular cell apoptosis by targeting *CYP19A1* and *CYP11A1* genes (42). Moreover, the polymorphism of *NR5A2* gene showed significant association with litter size in Hu sheep (33). Our analysis result showed that the mRNA expression level of *NR5A2* in rpFSH treatment group was significantly higher (*P* < 0.01) than that of the control group; thus, we inferred that the NR5A2 might play an important role in the oogenesis and estrogen secretion. Therefore, we speculated that the *NR5A2* gene could be a candidate gene for further study in terms of how it affected oogenesis and ovulation in rpFSH treated pigs.

In conclusion, this study is the first comprehensive description of mRNA and lncRNA profiles of porcine ovaries treated with rpFSH. Several DE lncRNAs are revealed to be associated with ovulation number treated with rpFSH. Moreover, the DE lncRNAs identified in the present study could provide new insights for further understanding the mechanism of ovulation in pigs. The lncRNA MSTRG.3902.1 might play an important regulatory role in ovulation treated with rpFSH by affecting its potential target gene NR5A2. Therefore, lncRNA MSTRG.3902.1 might be a potential candidate lncRNA for regulating oogenesis in pigs treated with rpFSH, and more detailed studies should be carried out to verify the results.

## Data Availability Statement

The datasets presented in this study can be found in online repositories. The names of the repository/repositories and accession number(s) can be found at: https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE192605.

## Ethics Statement

The animal study was reviewed and approved by the Animal Welfare Committee of Zhejiang University. Written informed consent was obtained from the owners for the participation of their animals in this study.

## Author Contributions

HM analyzed the data and drafted the manuscript. LC and RB collected the tissue samples and analyzed the data. MW performed the qRT-PCR. SW and NX provided suggestions for this study. LQ and JW conceived the project and designed the experiments. All authors contributed to the article and approved the submitted version.

## Funding

The current work was funded by Ningbo Science and Technology Innovation 2025 Project (NO. 2018B10095), Ningbo Major Science and Technology Project (NO. 2021Z112), and Talent Introduction Fund of NingboTech University (NO. 20211018Z0216).

## Conflict of Interest

LC, RB, and SW were employed by Ningbo Sansheng Biological Technology Co., Ltd. The remaining authors declare that the research was conducted in the absence of any commercial or financial relationships that could be construed as a potential conflict of interest.

## Publisher's Note

All claims expressed in this article are solely those of the authors and do not necessarily represent those of their affiliated organizations, or those of the publisher, the editors and the reviewers. Any product that may be evaluated in this article, or claim that may be made by its manufacturer, is not guaranteed or endorsed by the publisher.

How the deposited data were processed for this re-analysis (not part of the article)

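RNA-seq values of ovary samples from 10 gilts, collected after the removal of surface follicles, were used, 5 of the control group and 5 of the rpFSH treatment group, with 1 library per pig and no pooling. According to the methods, the authors trimmed the reads with Cutadapt, mapped them with Hisat2 and Bowtie2 to Sscrofa11.1, assembled them with StringTie and estimated FPKM with StringTie and Ballgown. The deposited table also gives a count per locus and pig, and how the authors made these counts from the mapped reads is not stated. In loci with over 200 counts in every pig, count and FPKM were in a fixed ratio per locus and pig, with a 99th percentile of the log2 deviation of 0.00301. Loci were grouped as protein-coding, unannotated or other from the table's own type column, and unannotated loci are those with no type. The floor of 0.0001 was kept as written, and a pseudocount of 1 was added before taking log2.

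Groups were compared with limma 3.58.1 on log2 (FPKM + 1), with lmFit and eBayes with trend, in R 4.3.3. The test takes the place of Ballgown's, which the paper's methods name. Loci with a mean FPKM of at least 0.1 were tested, separately for protein-coding and unannotated loci, and P was adjusted by the Benjamini-Hochberg method within each set. DE was called as in the paper, from an unadjusted P under 0.05 and a log2 ratio of group means above 1 or below -1. Terms were taken from the table's GO and KEGG columns and tested by one-sided Fisher's exact tests against the tested loci that carry a term. Single genes and scores were compared by two-sided exact permutation over the 252 assignments of 10 pigs to the groups. For single genes this was done on log2 (FPKM + 1), not on the mean FPKM printed beside the p. Where a gene or term was chosen because it was DE or enriched in these same pigs, its exact p restates that choice in part. Correlations were tested with 100000 permutations (seed 1, smallest p of 1e-05), or with every pairing when 9 pigs or fewer were left. These parts used Python 3.11.15 with numpy 2.4.6, pandas 2.3.3 and scipy 1.17.1. Positions are those of the deposited table.

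The methods, the naming rule and most alternatives were fixed before the data were examined. The alternatives were a pseudocount of 0.1 or 0.01, no filter on FPKM, a mean FPKM of at least 1, upper-quartile scaling, quantile normalization, an ordinary linear model with Ballgown's library term, sample weights, the fold change as the limma coefficient or as the ratio of medians, the replicate number as a block, and leaving out each pig in turn. For terms, a background of every annotated gene and the downregulated mRNAs alone were tried as well. The counts were found in the table only afterwards. The tests of edgeR 4.0.16 (quasi-likelihood, TMM) and DESeq2 1.42.0 on these counts, with the same loci and limits, were therefore chosen after seeing the data. So were the alternatives for the unannotated loci, for the floor in their median, and for the pairs other than NR5A2 with 2 pigs left out. DESeq2 gave no P to 326 mRNAs and 692 unannotated loci, which were counted as not called. The replicate numbers come from the sample labels, and the methods describe no pairing of animals. Same-numbered pairs had a pooled r of -0.139, which lies outside the range from -0.1 to 0.1 taken as no relation, and the block called 167 mRNAs.

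Named genes are those the paper names, PRLR, the called mRNAs with the smallest P in each direction (at most 5) whose groups do not overlap, the called genes of a term the paper names where there are 5 or fewer, and listed marker genes, which are given as scores. Total counts per pig were between 64873797 and 75114003, and 3 counts, or 0.0399 to 0.0462 CPM, were taken as the floor. No fold change is given where every pig of both groups is at or under it. The calculations were checked on simulated data with 200 changed genes (log2 change of 2) among 14995, of which limma, edgeR and DESeq2 called 98.5, 98.5 and 98.0%. Among the unchanged genes 4.65, 4.42 and 6.06% had P under 0.05. Of the genes with an adjusted p under 0.05, 7.81, 4.15 and 17.5% were unchanged ones. The changed genes were drawn from those with a mean FPKM of at least 1. Counts were drawn independently for each gene, at a dispersion set by the mean level and with no pig made to stand apart. These percentages therefore do not describe the deposited data, where single pigs stand apart. The qRT-PCR and ovary measurements, transcript-level lncRNA values and the enrichment of lncRNA target genes were not analysed here.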

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

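The tests of BET1L, SCP2, MSTRG.30735 and the share of the 10 most counted loci were chosen only after the result was seen. For each reported level, the pigs of each group were checked for a pig far from the other 4, as the gap to the nearest pig divided by the range of the group, with Dixon's limit of 0.71. Of 126 groups of 5 pigs, 15 passed the limit, where chance gives 6.3. Control replicate 2 was the highest pig in 4 and the lowest in 2 of these, rpFSH replicate 2 the highest in 3 and rpFSH replicate 4 the highest in 2.

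In the rpFSH treatment group, rpFSH replicate 4 was far above the other pigs for RSAD2 (ratio 0.938) and for the score of 8 interferon-stimulated genes, of 13 listed (ratio 0.944). RSAD2 followed this score over the 10 pigs with Spearman's rho = 0.855 (permutation p = 0.00284), and over the 9 pigs other than rpFSH replicate 4 with rho = 0.800 (exact permutation p = 0.0138). Its rho with the leukocyte score was 0.612 (permutation p = 0.0667). The interferon-stimulated score did not differ between the groups (two-sided exact permutation test, p = 0.278). An interferon response in a single pig is a candidate explanation, read from RNA levels alone. The leukocyte score of rpFSH replicate 4 was 1.77, against 2.04 in control replicate 2 and 1.74 in rpFSH replicate 3. RSAD2 had an FPKM of 35.6, 0.397 and 0.491 in these pigs, respectively. These values argue against more leukocytes, as read from 3 genes, as the source of the excess in rpFSH replicate 4. For the differences among the other pigs, leukocytes in the sample cannot be ruled out.

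BET1L had control replicate 4 above the other controls (ratio 0.745) and rpFSH replicate 3 below the other rpFSH pigs (ratio 0.857). Its level had rho = 0.261 (permutation p = 0.469) with the mean of the 8 tested mRNAs within 100 kb, and rho = 0.103 (permutation p = 0.784) with the total count. Neither test pointed to a change shared by the neighbours or to library size, and other explanations were not tested.

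Control replicate 2 was far above the other controls for SCP2 (ratio 0.853), MSTRG.30735 (ratio 0.748), the luteal score (ratio 0.782) and the share of counts on the 10 most counted loci (ratio 0.751, a share of 7.73%). Over the 10 pigs, the luteal score had rho = 0.406 (permutation p = 0.247) with SCP2, rho = 0.515 (permutation p = 0.133) with MSTRG.30735 and rho = 0.224 (permutation p = 0.538) with the share. Pearson's r was 0.705 for SCP2 (permutation p = 0.0223) and 0.774 for MSTRG.30735 (permutation p = 0.00823). Control replicate 2, rpFSH replicate 1 and rpFSH replicate 4 stand apart in the luteal score, and over the other 7 pigs rho was -0.321 for SCP2 and 0.143 for MSTRG.30735. Luteal tissue in the sample of control replicate 2 may contribute, and these tests cannot separate it from other properties of that pig.

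For the remaining results no biological explanation was tested, and the technical ones were not tested either. They are ENSSSCG00000033862 in rpFSH replicate 1 (ratio 0.772), CCDC181 in rpFSH replicate 5 (ratio 0.758), WDR63 in rpFSH replicate 2 (ratio 0.833), CLDN23 in rpFSH replicate 2 (ratio 0.947) and NR1I3 in rpFSH replicate 2 (ratio 0.837), each the highest of its group. Control replicate 2 was the lowest control for VIL1 (ratio 0.717) and for the median log10 FPKM of unannotated loci (ratio 0.714).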

How the results depend on the processing

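The summary results, 12 in number, were recomputed under 231 alternatives, of which 168 left them on the same side and within the limits set for a change, 11 made them weaker and 52 moved them. Of these results, 7 are counts and have no direction to reverse. The other 5 are the cilium movement score, the level of NR5A2 by 2 tests, its correlation with MSTRG.3902 and the difference of the median log10 FPKM, and no alternative reversed them. For each change below, the cause was not tested.

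The 172 DE mRNAs became 268 with no filter on FPKM, 63 with a mean FPKM of at least 1, 83 with the ordinary linear model, 17 with the fold change as the limma coefficient, 473 with edgeR and 527 with DESeq2, and from 142 to 367 with 1 pig left out. The number with an adjusted p under 0.05 was 0 except for 86 with DESeq2, where 917 mRNAs had an unadjusted P under 0.05, and it ranged from 0 to 1 with 1 pig left out. With FPKM, 460 had an unadjusted P under 0.05. The 455 DE unannotated loci became 190 with a mean FPKM of at least 1, 50 with the fold change as the limma coefficient, 759 with edgeR and 823 with DESeq2, and from 405 to 577 with 1 pig left out. Among the tested unannotated loci, the number with an adjusted p under 0.05 was 0 with FPKM, 113 with DESeq2, and from 0 to 2 with 1 pig left out. The replicate block gave 167 and 431.

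Of the 5 GO terms of Figure 5, the number enriched was 3 with a mean FPKM of at least 1, 0 with the ordinary linear model, 0 with sample weights, 3 with the fold change as the limma coefficient, and from 1 to 5 with 1 pig left out. Of the 5 KEGG pathways, 1 was enriched on FPKM. The number was 2 with no filter on low FPKM, 0 each with a mean FPKM of at least 1, quantile normalization, sample weights, the fold change as the limma coefficient and the replicate block, 3 with edgeR quasi-likelihood on the counts, 2 with DESeq2 on the counts, and from 0 to 1 with 1 pig left out. Of the 5 terms of Table 2, 1 was enriched on FPKM, 0 with the ordinary linear model with Ballgown's library term or the fold change as the limma coefficient, 4 with edgeR or DESeq2, and from 1 to 3 with 1 pig left out. Of these terms, 2 hold a single gene and are enriched whenever that gene is DE. Of the 6 qRT-PCR mRNAs, 2 were called on FPKM, 4 with a pseudocount of 0.1 or 0.01, 1 with the ordinary linear model or the fold change as the limma coefficient, 6 with edgeR and 5 with DESeq2, and from 1 to 5 with 1 pig left out.

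The cilium movement score difference of -0.58 (exact permutation p = 0.0317) was -0.55 after upper-quartile scaling (exact permutation p = 0.0635), -0.53 after quantile normalization (exact permutation p = 0.0556), and from -0.72 to -0.35 with 1 pig left out. In the 5 fits without a pig of the rpFSH treatment group it was from -0.60 to -0.56, with an exact permutation p between 0.175 and 0.198. In these fits the p could not go below 0.175, as every assignment with control replicates 2 and 5 together in the group of 4 gave a difference at least as large. With a sign-flip within same-numbered pairs it was -0.58 with an exact permutation p = 0.125, and this test cannot go below 0.0625. The correlation of NR5A2 and MSTRG.3902 was 0.598 without 2 pigs and from 0.0493 to 0.977 with 1 pig left out. The difference of the median log10 FPKM was -0.00925 with the floor included. The limma coefficient of NR5A2 kept its sign and was not called under any of its alternatives, from 0.04 to 1.56 with 1 pig left out.

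Among the other 62 results, 1273 alternatives gave 1023 unchanged results, 169 weaker, 42 stronger, 38 reversed and 1 moved. The coefficient of CYP19A1, 0.20, was -0.44 with the ordinary linear model, -0.14 with sample weights and from -0.11 to 0.52 with 1 pig left out. That of CYP11A1, 0.43, was -0.92 as the ratio of medians, -0.84 with edgeR, -0.83 with DESeq2 and from -0.57 to 1.82 with 1 pig left out. For PXYLP1, -0.024 became 0.026 after upper-quartile scaling, 0.062 after quantile normalization, 0.15 with sample weights and from -0.16 to 0.19 with 1 pig left out. The ordinary linear model gave 0.12 for DRC7, -0.080 for DOCK4 and 0.081 for WDR49. For RSAD2 the range with 1 pig left out was from -0.0099 to 1.22. The correlation of PXYLP1 with MSTRG.8684 ranged from -0.362 to 0.866, that with MSTRG.8685 from -0.337 to 0.903, and that of PHF21A with MSTRG.17683 from -0.0676 to 0.231 with 1 pig left out. Without 2 pigs, PXYLP1 and MSTRG.8685 had 0.795. A mean FPKM of at least 1 gave no value for named genes under that mean, and CLDN23 had 9 fits with 1 pig left out. The low counts of CLDN23, CFAP161 and WDR49 in the rpFSH treatment group limit the precision of their fold changes.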

Differences from the paper's values

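A gap between 2 counts is called closed here when the larger is at most 1.5 times the smaller, so that a closed gap can leave a difference. The paper's number of DE mRNAs is 585, against 172 here. None of the 21 alternatives set before the data were examined closed the gap, and edgeR (473) and DESeq2 (527), both chosen after seeing the values, did. For the upregulated mRNAs, the paper's 85 stands against 38, and 6 of 21 alternatives set before the data were examined closed the gap: no filter on FPKM (64), quantile normalization (79), sample weights (69), and leaving out control replicate 5 (89), rpFSH replicate 1 (61) or rpFSH replicate 2 (77). So did edgeR (72) and DESeq2 (68), chosen after seeing the values. For the downregulated mRNAs, the paper's 500 stands against 134, with none of the 21, but with edgeR (401) and DESeq2 (459), chosen after seeing the values, within the limits.

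For GO terms with P under 0.05, the paper's 354 stands against 175. Of 23 alternatives set before the data were examined, 5 closed the gap, namely sample weights (238) and leaving out control replicate 2 (262), control replicate 3 (283), control replicate 5 (291) or rpFSH replicate 2 (288), as did edgeR (244) and DESeq2 (311), chosen after seeing the values. The paper's number of GO terms of the DE mRNAs is 2417, against 791, with none of the 23 closing the gap, whereas edgeR (1742) and DESeq2 (2057), chosen after seeing the values, did. For KEGG pathways, the paper's 20 stands against 8, and 3 of 23 alternatives set before the data were examined closed the gap, leaving out control replicate 4 (14), rpFSH replicate 2 (15) or rpFSH replicate 4 (17), as did DESeq2 (16), chosen after seeing the values.

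The paper's median log10 FPKM is about -0.7 for mRNAs and about 0.1 for lncRNAs in Figure 3A, read by eye, against 0.359 and 0.171 for the loci here. Including the floor, set before the data were examined for the mRNAs and chosen after seeing the values for the unannotated loci, gave 0.157 and 0.148 and closed neither gap.

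The paper's r for DOCK4 and its lncRNA is 1, against 0.705, and none of the 10 alternatives set before the data were examined, nor leaving out 2 pigs, closed the gap. For PXYLP1 and MSTRG.8684 the paper's r is -0.21, against 0.0134. A correlation is taken here as agreeing when it has the paper's sign and lies within the SD of r over the fits with 1 pig left out, which was 0.309. By this limit the value differs from the paper's in its sign only. Of 10 alternatives set before the data were examined, 6 had a negative r within the limit, and 5 of these stayed near 0, leaving out control replicate 1 (-0.0465), control replicate 2 (-0.362), control replicate 3 (-1.56e-04), rpFSH replicate 1 (-0.0122), rpFSH replicate 2 (-0.0168) or rpFSH replicate 5 (-0.00362). For PHF21A and MSTRG.17683 the paper gives -0.20 and, for its last pair, -0.11, against 0.0408 for the locus. The SD over the fits with 1 pig left out was 0.104. None of the 10 alternatives set before the data were examined came within it of the former. For the latter 5 did, with a negative r that stayed near 0, leaving out control replicate 4 (-0.0676), control replicate 5 (-0.0581), rpFSH replicate 2 (-0.00892), rpFSH replicate 3 (-0.0167) or rpFSH replicate 4 (-0.00712). The paper's log2 fold change of the MSTRG.34178 transcript is 6.68, against 0.21 for the locus, and none of the 21 alternatives set before the data were examined closed the gap.

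Numbers of DE mRNAs in the terms of Figure 5 differ as well, each with 22 alternatives set before the data were examined. For cilium movement the paper's 16 stands against 3, closed by leaving out control replicate 1 (11) or 3 (12). For dynein complex the paper's 13 stands against 6, closed by leaving out control replicate 1 (11) or 3 (11). For axoneme the paper's 18 stands against 5, closed by leaving out control replicate 1 (13), 3 (16) or 4 (12). For sperm flagellum the paper's 13 stands against 2, closed by leaving out control replicate 1 (10) or 3 (12). For dynein light chain binding the paper's 9 stands against 4, closed by leaving out control replicate 1 (7) or 3 (7). The other alternatives set before the data were examined closed none of these gaps. In the same order, edgeR gave 16, 12, 17, 13 and 8 and DESeq2 gave 16, 12, 18, 13 and 8, chosen after seeing the values, and these closed every one of the 5 gaps.

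For brush border the paper's 7 stands against 1, closed by none of 22 alternatives set before the data were examined but by DESeq2 (5), chosen after seeing the values. For protein ADP-ribosylation the paper's 1 stands against 0, closed by 8 of 22 alternatives set before the data were examined, each with 1: a pseudocount of 0.1 or 0.01, no filter, quantile normalization, sample weights, the replicate block, and leaving out control replicate 4 or rpFSH replicate 2. For the mitophagy term the paper's 1 stands against 0, closed by leaving out control replicate 1 or 3 among the alternatives set before the data were examined, and by edgeR and DESeq2, chosen after seeing the values. For meiotic spindle the paper's 3 stands against 1, closed by none of the alternatives set before the data were examined but by edgeR (3) and DESeq2 (3), chosen after seeing the values.

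For primary bile acid biosynthesis the paper's 4 stands against 0, closed by none of 22 alternatives set before the data were examined but by edgeR (3), chosen after seeing the values. For hepatitis C the paper's 11 stands against 1 and for steroid hormone biosynthesis the paper's 5 stands against 1, closed by no alternative, whether set before the data were examined or added. For retinol metabolism the paper's 6 stands against 2, closed by no filter (4), set before the data were examined, and by DESeq2 (4), chosen after seeing the values. For bile secretion the paper's 6 stands against 2, closed by a pseudocount of 0.01 (4) and by leaving out control replicate 1 (4), control replicate 3 (5) or rpFSH replicate 2 (4), set before the data were examined, and by edgeR (4) and DESeq2 (7), chosen after seeing the values. For protein binding the paper's 120 stands against 30 and for ATP binding the paper's 57 against 10. None of 22 alternatives set before the data were examined closed either gap, and edgeR (86 and 42) and DESeq2 (100 and 45), chosen after seeing the values, closed both.

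The paper states that lncRNA levels were above mRNA levels, and the median of the unannotated loci lay below that of the mRNAs (difference of -0.189 on the log10 scale). The paper calls NR5A2 a DE gene, and it was called under none of the settings run here. The paper also reports a significantly higher NR5A2 level by qRT-PCR, which was not analysed here. For MSTRG.3902, which the paper lists as DE, edgeR, chosen after seeing the values, made the call. The paper gives the mRNA and lncRNA of the DOCK4 pair the same direction, and the log2 ratios were 0.30 and -0.25. For the PXYLP1 pairs the paper gives opposite directions, and the log2 ratios were -0.11 for PXYLP1 against -5.87 and -3.96.

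Some items that the paper calls DE were not called on FPKM but were called under other settings. DRC7, LRRC46 and CFAP161 were called when control replicate 1, 3 or 4 was left out, LRRC46 and CFAP161 also with a pseudocount of 0.1 or 0.01, and these 3 by edgeR and DESeq2, chosen after seeing the values. WDR49 was called with a pseudocount of 0.01, when control replicate 1, 3 or 4 was left out, and by edgeR and DESeq2, chosen after seeing the values. RSAD2, SCP2 and ENSSSCG00000033862 were called by edgeR, chosen after seeing the values. Among the lncRNA loci, MSTRG.29090 was called with the replicate block (log2 ratio 3.03), when rpFSH replicate 2 was left out, and by edgeR and DESeq2, chosen after seeing the values. MSTRG.33864 was called with sample weights, when control replicate 2 was left out, and by edgeR and DESeq2, chosen after seeing the values. MSTRG.30735 was called with the ordinary linear model and by edgeR, the latter chosen after seeing the values. MSTRG.34178 was called under no setting. The replicate block called 2 of the 6 qRT-PCR mRNAs.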

Other observations

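The tests of treatment on the cilium movement score and on NR5A2, the test of the ratio of MSTRG.3902 to NR5A2 and the splits with edgeR and DESeq2 were chosen only after the result was seen. Leaving out 2 pigs for MSTRG.3902 had been set beforehand as an alternative, and its use to explain the correlation was chosen after.

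CYP19A1 (chromosome 1, 120477197 to 120696877) had an FPKM of 2.52 ± 2.04 in the rpFSH treatment group and 2.25 ± 2.18 in the control group (SD, n = 5 each, two-sided exact permutation test, p = 0.698). CYP11A1 (chromosome 7, 59175820 to 59188720) had 200.7 ± 335.7 and 366.5 ± 778.2, a log2 ratio of -0.87. On log2 (FPKM + 1), the scale of the exact test, its limma coefficient had the opposite sign, at 0.43 (same exact test, p = 0.833). Its counts were 308691 in control replicate 2, 139119 in rpFSH replicate 1, 29961 in rpFSH replicate 4 and from 877 to 5403 in the other pigs.

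The cilium movement score differed between pigs of the control group. Its Spearman's rho with the score of 5 epithelial genes that are not ciliary, of 8 listed, was 0.527 (permutation p = 0.123), and Pearson's r was 0.986 (permutation p = 0.00328). Control replicates 2 and 5 had epithelial scores of 2.59 and 2.74, and the other 8 pigs at most 0.54. Over those 8 pigs rho was 0.0714 (exact permutation p = 0.882). The relation rests on 2 pigs that are high in both scores, so that epithelium carried into their samples remains a candidate explanation. With the total count rho was 0.309 (permutation p = 0.385) and with the share of the 10 most counted loci 0.188 (permutation p = 0.610). Between the groups, the score had an exact permutation p = 0.0317, for a term taken from the paper's list for these same pigs. The size of the difference between the groups cannot be told apart from epithelium in control replicates 2 and 5. The other 3 controls had epithelial scores of 0.45, 0.24 and 0.30, against 0.26 to 0.54 in the rpFSH treatment group. In these 3 controls LRRC46 had an FPKM from 0.246 to 0.279, against 0.137 to 0.163 in the rpFSH treatment group, and DNAAF1 had 0.744 to 0.863, against 0.423 to 0.684. CFAP161 was also separated in these pigs, at 0.0523 to 0.129 against at most 0.0454. Other ciliary genes overlapped between the same pigs, such as DNAH5 (0.297 to 1.19 against 0.0868 to 0.649), WDR78 (0.174 to 0.371 against 0.0793 to 0.218), DRC7 (0.0360 to 0.0551 against 0.0157 to 0.0595) and CCDC181 (0.543 to 0.769 against 0.199 to 0.741), and so did the cilium movement score (0.60 to 0.71 against 0.50 to 0.66). LRRC46, DNAAF1 and CFAP161 were picked after their values were seen, and this comparison was not tested.

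NR5A2 had rho = 0.576 (permutation p = 0.0882) with the luteal score, 0.164 (permutation p = 0.656) with the granulosa score and 0.455 (permutation p = 0.191) with the total count, and an exact permutation p = 0.540 between the groups. Pearson's r with the luteal score was 0.695 (permutation p = 0.0248), and over the 7 pigs other than control replicate 2, rpFSH replicate 1 and rpFSH replicate 4, rho was 0.143 (exact permutation p = 0.783). Luteal tissue in single samples may contribute and cannot be ruled out. If a fixed share of NR5A2 reads were assigned to the overlapping MSTRG.3902, the ratio of their FPKM would be alike in all pigs. Over the 7 pigs with counts for MSTRG.3902, the largest ratio was 56.8 times the smallest, from 0.00594 to 0.338. A share of NR5A2 reads that varies between pigs is not ruled out by these ratios. Without rpFSH replicates 1 and 5, r had an exact permutation p = 0.119, and without rpFSH replicate 1 alone r was 0.0493 (exact permutation p = 0.910), so that the linear relation rested on that pig. Spearman's rho without rpFSH replicate 1 was 0.627 (exact permutation p = 0.0808).

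Marker scores of 8 kinds were compared between the groups. The exact permutation p was between 0.278 and 0.889, with adjusted p between 0.810 and 0.889 over the 8 scores. Found of those listed were 5 of 8 genes for epithelium, 4 of 6 for luteal cells, 4 of 6 for granulosa cells, 6 of 7 for oocytes, 8 of 13 for interferon-stimulated genes, 3 of 4 for leukocytes, 2 of 3 for erythroid cells and 3 of 3 for smooth muscle.

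The same limits were applied to other splits of the 10 pigs. There are 126 splits into groups of 5, of which 16 part all 5 same-numbered pairs, the real split included, so that the share cannot go under 0.0625. Among the 16 splits, 10 gave at least 172 DE mRNAs (from 50 to 893), and 6 gave at least 455 DE unannotated loci. The real split had 460 mRNAs with an unadjusted P under 0.05 and 0 with an adjusted p under 0.05, so that each of the 16 splits, and each of 84 further ones, necessarily had at least as many of the latter, which shows nothing. As many of the 5 GO terms of Figure 5 were enriched in 2 of the splits, as many of the 5 KEGG pathways in 8 splits, as many terms of Table 2 in 3 splits, and as many qRT-PCR mRNAs called in 1 split, the real one. These terms, pathways and mRNAs were taken from the paper's own lists for the real split of the same pigs, so that a low number for them restates this choice. Of 84 further splits, drawn from those that part fewer pairs, 48, 23, 3, 34, 11 and 0 gave results as large for the other 6 results, in the same order. With edgeR, 10 of the 16 splits gave at least the 473 DE mRNAs and 9 at least the 759 DE unannotated loci of the real split. With DESeq2, 10 gave at least 527 DE mRNAs and 10 at least 823 DE unannotated loci. Numbers with an adjusted p under 0.05 by DESeq2 were at least 86 mRNAs in 8 splits (from 1 to 1201) and at least 113 unannotated loci in 6 (from 26 to 1018). These numbers are thus common among splits, and with limma, edgeR or DESeq2 they cannot be told from a grouping of the pigs at random.

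Of the paper's 585 DE mRNAs, 572 were tested and 112 were called, and 60 called mRNAs were outside the 585. edgeR called 395 and DESeq2 451 of the 585, and the replicate block 107. Over the 665 mRNAs with a P in the paper's table, Spearman's rho of P with the paper's P was 0.196 for limma, 0.230 with the block, 0.7098 for edgeR and -0.332 for the ordinary linear model. For DESeq2 it was 0.803 over the 599 of these mRNAs to which DESeq2 gave a P. The paper's P thus followed the P of the tests on counts more closely than that of the tests on FPKM.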
